# A systems biology analysis of brain microvascular endothelial cell lipotoxicity

**DOI:** 10.1186/1752-0509-8-80

**Published:** 2014-07-04

**Authors:** Hnin H Aung, Athanasios Tsoukalas, John C Rutledge, Ilias Tagkopoulos

**Keywords:** Activating transcription factor 3, Microarray, Triglyceride-rich lipoprotein, Blood–brain barrier

## Abstract

**Background:**

Neurovascular inflammation is associated with a number of neurological diseases including vascular dementia and Alzheimer’s disease, which are increasingly important causes of morbidity and mortality around the world. Lipotoxicity is a metabolic disorder that results from accumulation of lipids, particularly fatty acids, in non-adipose tissue leading to cellular dysfunction, lipid droplet formation, and cell death.

**Results:**

Our studies indicate for the first time that the neurovascular circulation also can manifest lipotoxicity, which could have major effects on cognitive function. The penetration of integrative systems biology approaches is limited in this area of research, which reduces our capacity to gain an objective insight into the signal transduction and regulation dynamics at a systems level. To address this question, we treated human microvascular endothelial cells with triglyceride-rich lipoprotein (TGRL) lipolysis products and then we used genome-wide transcriptional profiling to obtain transcript abundances over four conditions. We then identified regulatory genes and their targets that have been differentially expressed through analysis of the datasets with various statistical methods. We created a functional gene network by exploiting co-expression observations through a guilt-by-association assumption. Concomitantly, we used various network inference algorithms to identify putative regulatory interactions and we integrated all predictions to construct a consensus gene regulatory network that is TGRL lipolysis product specific.

**Conclusion:**

System biology analysis has led to the validation of putative lipid-related targets and the discovery of several genes that may be implicated in lipotoxic-related brain microvascular endothelial cell responses. Here, we report that activating transcription factors 3 (ATF3) is a principal regulator of TGRL lipolysis products-induced gene expression in human brain microvascular endothelial cell.

## Background

The estimated prevalence of dementia of persons greater than 70 years of age is 14.7% [1]. The yearly cost attributable to dementia is between $43,000/patient and $70,000/patient and the total monetary cost of dementia in 2010 was between $157 billion and $215 billion. Add to this, the enormous personal and emotional cost to, not only the patient, but also to family, friends, and co-workers, and we have a national tragedy that is about to unfold as the baby boomers transition to the elderly. These financial and personal costs place dementia on par with the costs attributable to ASCVD and cancers.

One of the potential inducers of neurovascular inflammation is triglyceride-rich lipoprotein (TGRL) particles and their lipolysis products [2]. Lipoprotein lipase (LpL) is anchored to the brain microvascular endothelium, where it binds and hydrolyzes TGRL particles to smaller lipolysis products, such as fatty acids [3]. TGRL lipolysis products are generated at the luminal surface of the vascular endothelium and the lipolysis products in high physiological and pathophysiological concentrations can potentially injure the endothelium directly, increase the permeability of the blood–brain barrier (BBB), and/or injure astrocytes and neurons within the brain. Our studies have shown that TGRL lipolysis products have a dramatic effect on endothelial cell injury, which is of much greater magnitude than TGRL particles, such as chylomicrons and VLDL [4].To explore neurovascular lipotoxicity further, we treated human brain microvascular endothelial cell (HBMVEC) with TGRL lipolysis products and then we used genome-wide transcriptional profiling to obtain transcript abundances over four conditions. We then identified regulatory genes and their targets that have been differentially expressed (DE) through analysis of the datasets with various statistical methods (Figure 1). We created a functional gene network by exploiting co-expression observations through a guilt-by-association assumption. Concomitantly, we used various network inference algorithms to identify putative regulatory interactions and we integrated all predictions to construct a consensus gene regulatory network that is TGRL lipolysis product specific. This analysis has led to the validation of putative lipid-related targets and the discovery of several genes that may be implicated in TGRL lipolysis-related lipid response. Our system biology analysis also identified that activating transcription factors 3 (ATF3) is a principal regulator and induces expression of downstream inflammatory response genes in HBMVEC treated with TGRL lipolysis products.

**Figure 1:**
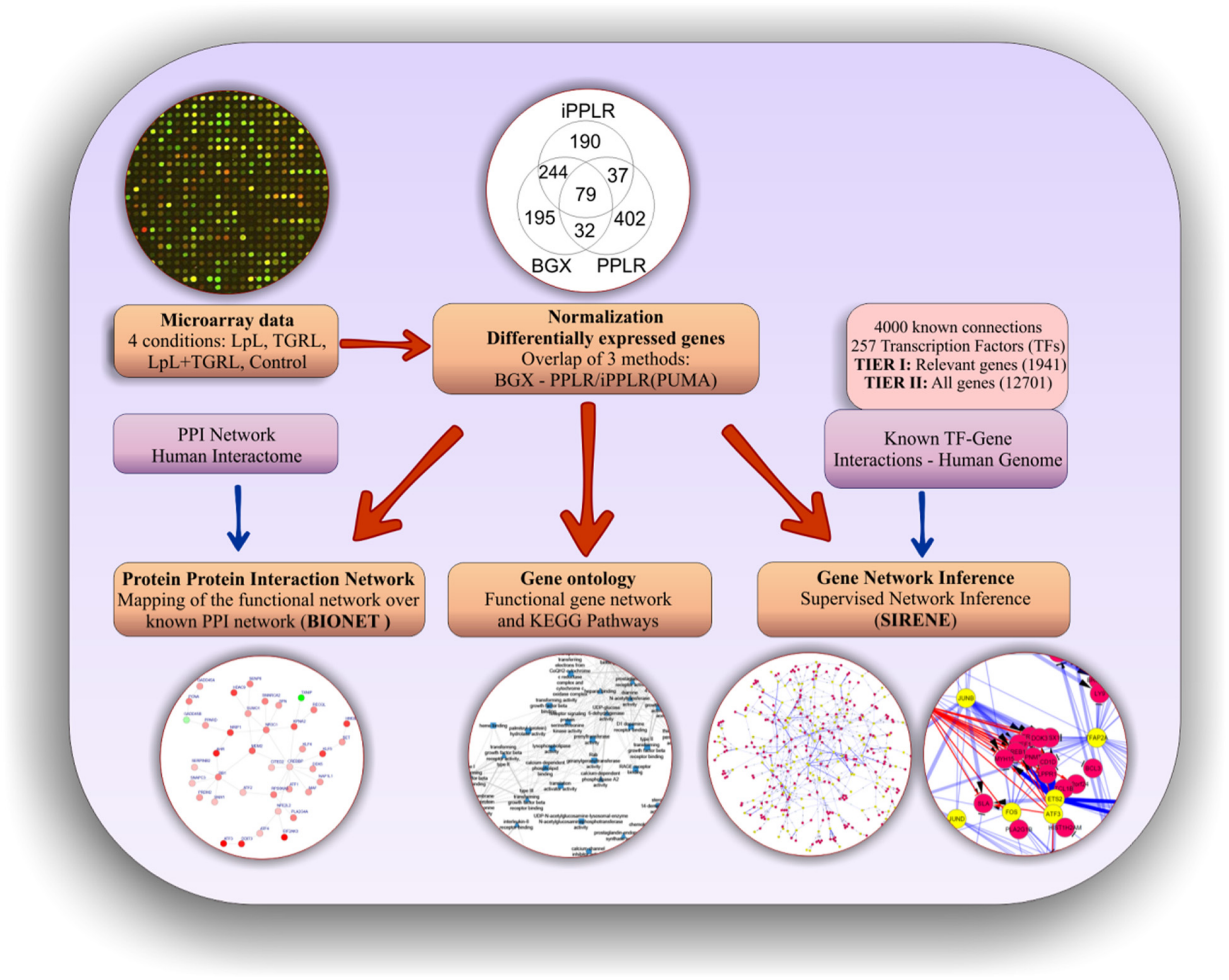
**Overview of the experimental and computational procedures.** Expression profiles of endothelial cells were taken after treatment in four environments and their expression was normalized by using three probabilistic methods that exploit the difference in the distributions of the perfectly matched and mismatched probes. Then we built the gene ontology and functional networks that we overlapped with the known PPI network, which is available in literature, to identify implicated processes and genes. To uncover putative TF-gene interactions that take place under these conditions, we used a supervised network inference approach that utilizes known information about TF genes and their targets to find similar expression patterns in our data and thus uncover novel interactions. Finally, top ranked over/under expressions are validated by qRT-PCR and their relative levels are quantified.

## Results

As shown in Figure 2, there is some overlap between the different DE techniques used, as well as differences in the top gene candidates identified, due to the different features and underlying statistical assumptions of each technique. 

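Human brain microvascular endothelial cells (HBMVEC) line the small vessels of the brain and form the blood-brain barrier. Lipoprotein lipase (LpL) is an enzyme of the vessel wall that splits the triglycerides carried by TGRL, and the fatty acids and remnant particles that it releases are the TGRL lipolysis products. RNA of these cells was hybridized to 4 Affymetrix Human Genome U133A 2.0 arrays, 1 per condition. The cells had been exposed for 3 h to media alone, to LpL at 2 U/mL, to TGRL at 150 mg/dL, or to TGRL and LpL together. Each array held RNA pooled from 3 isolates, so the conditions have no replicate arrays, no test between conditions was made, and the number of arrays limits the precision of every value. The deposited values are linear intensities, 1 per probe set (the group of probes that reads 1 transcript), as scaled by the authors. After 2% of the values were trimmed at each end, their mean was 500.2 on every array. The median intensity was 81.1 on media, 82.3 with LpL, 86.2 with TGRL and 82.4 with TGRL lipolysis products. Intensities under the 40th percentile of an array were set to that level, here called the floor, which was 33.6 on media, 34.7 with LpL, 37.9 with TGRL and 36.3 with TGRL lipolysis products. Each gene was read by the probe set with the highest mean level, and of 11939 genes, 7881 lay above the floor on media, 7870 with LpL, 7898 with TGRL and 7896 with TGRL lipolysis products. Where a gene had several probe sets above the floor, their log2 differences from media scattered around the gene's mean with a pooled SD of 0.39 for LpL (2592 genes), 0.45 for TGRL (2568 genes) and 0.49 for TGRL lipolysis products (2556 genes). These SDs measure probe sets and hold no spread between cultures. The 18 probe sets for bacterial and phage RNA added at hybridization differed from media by a median log2 of -0.08 with LpL, 0.25 with TGRL and 0.28 with TGRL lipolysis products. RNA quality was read from the ratio of the 3' to the 5' probe set of long-lived transcripts. For GAPDH this ratio was 0.894 on media, 1.02 with LpL, 1.02 with TGRL and 1.07 with TGRL lipolysis products, and for ACTB it was 1.30, 1.28, 1.27 and 1.23 in the same order.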

Table 1 depicts the top 20 genes that have the highest DE between the treatment with the combination of TGRL and LpL (TGRL lipolysis products), and the control (media-only) that are within the statistical cut-off value (p-value < 10^-4^), over all techniques. 

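CSGALNACT2 is a Golgi enzyme that builds chondroitin sulfate, ADAM9 is a membrane protease that sheds growth factors and adhesion molecules, and STK39 is a kinase of ion transport and stress signalling. ZNF217, BHLHE40 and HES1 are transcriptional repressors, of which HES1 is a direct target of Notch and BHLHE40 belongs to the circadian clock. MAD2L1 acts at the spindle checkpoint, MMRN1 is an adhesion protein stored in platelets and endothelium, and FRMD4B is a scaffold protein of cell junctions. CSGALNACT2 had log2 differences from media of 3.28 with LpL, 3.39 with TGRL and 3.79 with TGRL lipolysis products. ZNF217 showed the same order at 2.94, 3.03 and 3.33, and ADAM9 stood at 2.54, 2.73 and 2.81. For STK39 the 3 differences were 2.50, 2.06 and 2.67, for MAD2L1 1.48, 1.73 and 2.10, for FRMD4B 1.36, 1.51 and 1.93, and for MMRN1 1.01, 1.28 and 1.56. HDGFL3, which Table 1 lists under its older symbol HDGFRP3, had 0.90, 1.03 and 1.18. HES1 was lower than on media by log2 values of -1.98, -2.78 and -2.17, and BHLHE40 by -1.14, -1.996 and -1.92. Their other measured probe sets differed less, by -0.90, -0.51 and -0.36 for HES1 and by -0.19, -0.91 and -0.63 for BHLHE40. Without the media array the differences were smaller. TGRL lipolysis products against TGRL and against LpL gave 0.40 and 0.51 for CSGALNACT2, 0.30 and 0.39 for ZNF217, 0.08 and 0.27 for ADAM9, 0.61 and 0.17 for STK39, 0.37 and 0.62 for MAD2L1, 0.43 and 0.58 for FRMD4B, and 0.28 and 0.55 for MMRN1. On the same footing HDGFL3 gave 0.15 and 0.28, HES1 0.61 and -0.19, and BHLHE40 0.08 and -0.78. Against LpL, the other measured probe set of HES1 went the other way, at 0.54. Those of HDGFL3 gave -0.12, 0.66 and 0.03 against LpL. Of the 19 genes of Table 1, 18 were measured, 16 of these lay above media and 11 were at least 2-fold higher, while HES1 and BHLHE40 were at least 2-fold lower. ADD3, a protein of the membrane skeleton, differed by 0.13 on the probe set used and by 2.48, -0.34 and -0.30 on its others. PRKAR1A, a regulatory subunit of protein kinase A, gave 0.09 on the probe set used and 2.61 and 0.00205 on its others, and SKIC3 (formerly TTC37), a part of the RNA exosome's helper complex, gave 0.16 and 2.33. DUSP6, a phosphatase of ERK, gave 0.46, and 2.28 and -0.04 on its others. PAIP1, a partner of the poly(A)-binding protein, gave 0.62, and on its others 1.61, 0.75, 0.33 and -0.69. LIMS1 was not analysed here because its probe sets carry several gene symbols.

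**Figure D1:**
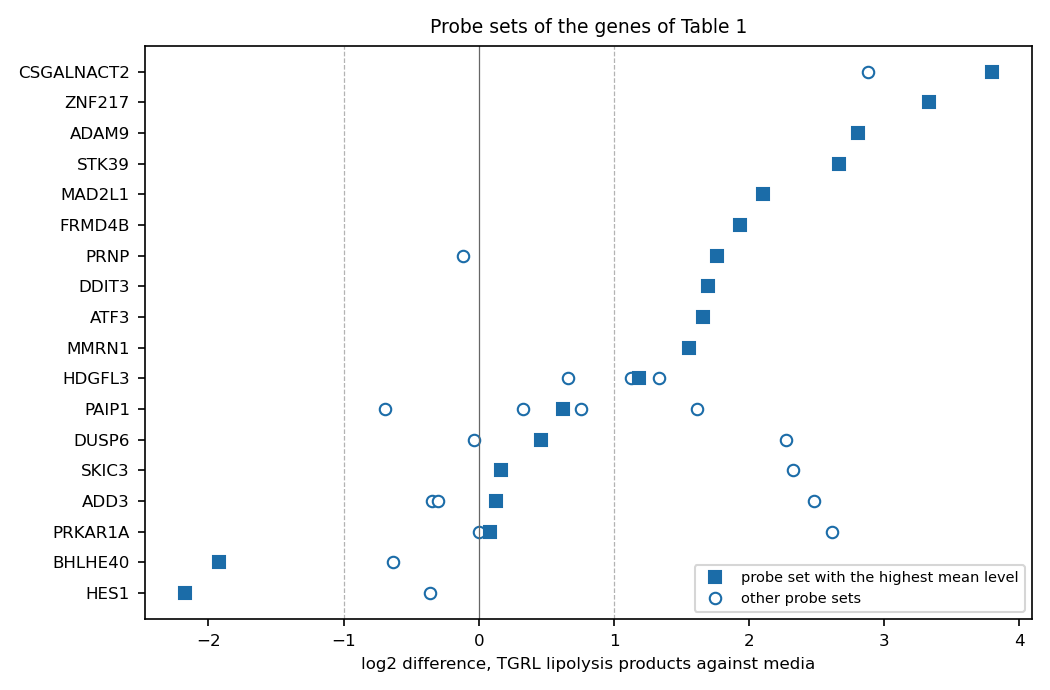
Log2 difference between TGRL lipolysis products and media (x axis) for each measured probe set of the genes of Table 1 (y axis), with the probe set of the highest mean level as a filled square and the others as open circles. Dashed lines mark 2-fold, and ADD3, PRKAR1A and SKIC3 have the probe set used near 0 and another above 2.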

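ATF3 is a basic leucine zipper factor that many stresses induce within hours, among them amino acid shortage, misfolded proteins and fatty acids. It binds DNA alone as a repressor or with JUN as an activator. Its intensity was 256 on media, 211 with LpL, 160.4 with TGRL and 809 with TGRL lipolysis products. ATF3 with TGRL lipolysis products was thus 3.16-fold higher than on media, 5.04-fold higher than with TGRL and 3.83-fold higher than with LpL. The log2 difference of ATF3 from media was -0.28 with LpL, -0.67 with TGRL and 1.66 with TGRL lipolysis products. By absolute size this last value ranks 97 among 8186 genes measured on media or with TGRL lipolysis products. Only 1 probe set was analysed for ATF3.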

Consistent with our previous results in endothelial cells [5], ATF3 shows clear up-regulation after TGRL lipolysis product treatment.

**Figure 2:**
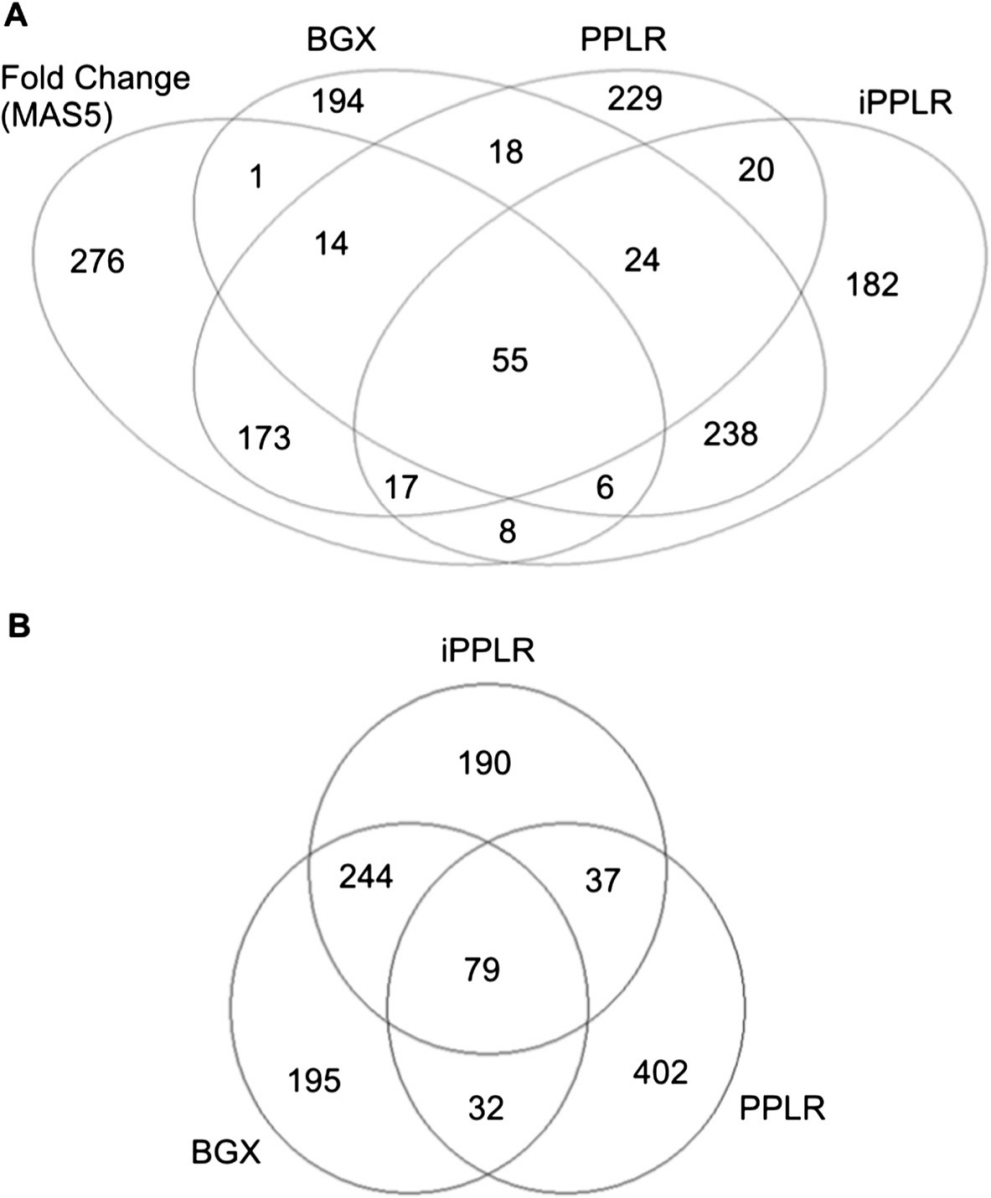
**Venn diagrams on differentially expressed (DE) genes. (A)** The most highly-ranked 550 genes from all available methods; **(B)** Venn diagram shows overlap for probabilistic-only methods that were used to identify the consensus list of DE genes. The gene cut-off (550 genes) corresponds approximately to a p-value of 0.05 or lower in all methods.

**Table 1:** Top 20 differentially expressed (DE) genes (consensus over three methods); Numbers denote the fold-change (FC) between the TGRL + LpL condition and the control (media-only)

**GENE SYMBOL**	**GENE NAME**	**iPPLR FC**	**BGX FC**	**PPLR FC**	**p-values**
ATF3	Activating transcription factor 3	1,86	2,67	3,06	10^-14^
BHLHE40	Basic helix-loop-helix family, member e40	0,35	0,23	0,32	10^-9^
PRNP	Prion protein	1,47	3,09	3,89	10^-8^
CSGALNACT2	Chondroitin sulfate N-acetylgalactosaminyltransferase 2	1,48	3,90	4,36	10^-8^
ADD3	Adducin 3 (gamma)	1,61	4,29	4,52	10^-7^
MAD2L1	MAD2 mitotic arrest deficient-like 1 (yeast)	1,07	3,49	3,31	10^-7^
ADAM9	ADAM metallopeptidase domain 9	1,22	3,19	3,38	10^-7^
ZNF217	Zinc finger protein 217	1,83	6,04	4,94	10^-7^
DDIT3	DNA-damage-inducible transcript 3	1,11	2,50	2,83	10^-6^
STK39	Serine threonine kinase 39	1,13	2,94	3,81	10^-6^
LIMS1	LIM and senescent cell antigen-like domains 1	1,14	3,03	3,10	10^-6^
MMRN1	Multimerin 1	1,62	2,95	3,34	10^-5^
CSGALNACT2	Chondroitin sulfate N-acetylgalactosaminyltransferase 2	1,06	3,99	3,63	10^-5^
PAIP1	Poly(A) binding protein interacting protein 1	1,04	2,34	2,80	10^-5^
HDGFRP3	Hepatoma-derived growth factor, related protein 3	1,05	2,26	2,84	10^-5^
HES1	Hairy and enhancer of split 1, (Drosophila)	0,56	0,34	0,42	10^-5^
FRMD4B	FERM domain containing 4B	1,13	2,80	2,92	10^-5^
DUSP6	Dual specificity phosphatase 6	1,08	3,03	2,71	10^-4^
PRKAR1A	Protein kinase, cAMP-dependent, regulatory, type I, alpha	1,12	2,69	2,73	10^-4^
TTC37	Tetratricopeptide repeat domain 37	1,13	2,72	2,48	10^-4^

The 79 DE genes that have been in parallel identified from all methods form a functional gene network with 54 functional categories that are significantly over-represented in this gene set, which also implicates 12 KEGG pathways (Figure 3A). We integrated the expression-derived relationships with the known protein-protein interaction (PPI) network that was extracted by using the BIONET Bioconductor package [6] and the Interactome Library [7] (Figure 3C). In addition, we used a support vector machines (SVM) method called SIRENE [8] together with a dataset where we amassed of all known TF-gene interactions (~4000) in order to construct a condition-specific Gene Regulatory Network (GRN) associated with TGRL lipolysis treatment (Figure 4). The resulting network has 151 TFs, 272 target genes (X and Y up- and down-regulated, respectively), 236 inhibitory interactions (ρ < -0.25), and 265 activatory interactions (ρ > 0.25).

**Figure 3:**
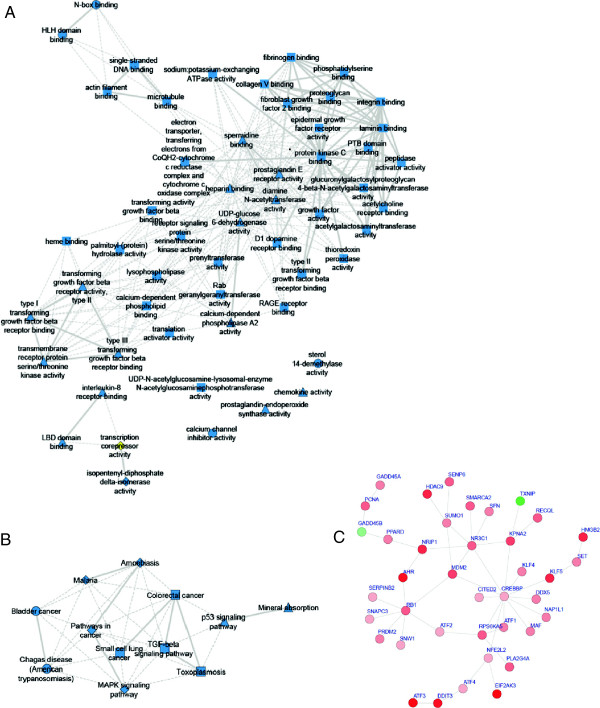
**Functional and PPI networks related to TGRL lipolysis treatment of endothelial cells. (A)** Functional gene network, **(B)** KEGG pathways and **(C)** PPI network. Color denotes differential expression ranging from strong down-regulation (green) to strong up-regulation (red). Solid/dashed lines are based on statistical significance (0.05).

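EIF2AK3 (PERK) is the kinase that slows translation when proteins misfold in the endoplasmic reticulum, and CITED2 competes for the coactivators CREBBP and EP300. RB1 holds back the cell cycle, SMARCA2 is a motor of chromatin remodelling, SFN is an adaptor protein induced by p53 and PLA2G4A releases arachidonic acid from membranes. NFE2L2 (NRF2) drives antioxidant genes, and TXNIP binds thioredoxin and limits glucose uptake. Among the genes drawn in Figure 3C, EIF2AK3 had log2 differences from media of 1.42 with LpL, 1.27 with TGRL and 2.09 with TGRL lipolysis products, and 0.82 against TGRL. RB1 had 1.34, 1.24 and 2.05 in the same order, with 0.80 against TGRL, although its other probe set gave -0.31 with TGRL lipolysis products. CITED2 differed from media by 0.44 with LpL, 0.27 with TGRL and 1.54 with TGRL lipolysis products, the last being 1.27 above TGRL and 1.09 above LpL. On its other probe set CITED2 with TGRL lipolysis products was at 0.97 from media, 0.36 above TGRL and 0.48 above LpL. The leucine zipper factor MAF followed a like course, at 0.54, -0.04 and 1.21, and stood 1.25 above TGRL. SMARCA2 was at 1.06, 0.84 and 1.50, while other probe sets of SMARCA2 gave 1.64, 0.24, 0.04 and -0.84 with TGRL lipolysis products, the last with -0.53 for LpL and -0.71 for TGRL. SFN was at 1.22, 1.14 and 1.32, with 0.39 for TGRL lipolysis products on another probe set, PLA2G4A at 0.67, 0.86 and 1.28, and NFE2L2 at 0.82, 0.51 and 1.13. SENP6, a protease that removes modifier proteins from their targets, was at 1.06 with LpL and at 1.19 with either TGRL or TGRL lipolysis products, so that the difference between those 2 arrays was -0.00016. Other probe sets of SENP6 gave 0.58 and 0.10 for that difference. TXNIP was at -0.94 with LpL, 0.50 with TGRL and -2.31 with TGRL lipolysis products, and lay -2.81 below TGRL, with -1.56 or lower and -2.40 or lower from media on its other probe sets, which were at the floor with TGRL lipolysis products. Genes under 2-fold with TGRL lipolysis products included PCNA at 0.91, NAP1L1 at 0.63, KPNA2 at 0.51, NR3C1 at 0.50, RECQL at 0.37 and SNW1 at 0.31. PRDM2 at -0.13, RPS6KA5 at -0.14 and SET at -0.41 lay below media, and SNAPC3 had an intensity of 287 on both arrays. RECQL, a DNA helicase, gave 1.97, 0.87 and 2.41 on its other probe sets. Single other probe sets also passed 2-fold for NAP1L1 at 1.76, KPNA2 at 1.26, NR3C1 at 1.42, RPS6KA5 at 1.01 and PRDM2 at -1.47. The remaining ones ran from 0.02 to 0.88 for NAP1L1 and from 0.55 to 0.78 for NR3C1, that of PRDM2 was at 0.96 and one of SNAPC3 at 0.77. Of 38 genes of Figure 3C considered here, 35 were measured with TGRL lipolysis products or media above the floor, 28 of them lay above media, 18 were at least 2-fold higher and 2 at least 2-fold lower. ATF1, DDX5 and SERPINB2 were not analysed here.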

**Figure 4:**
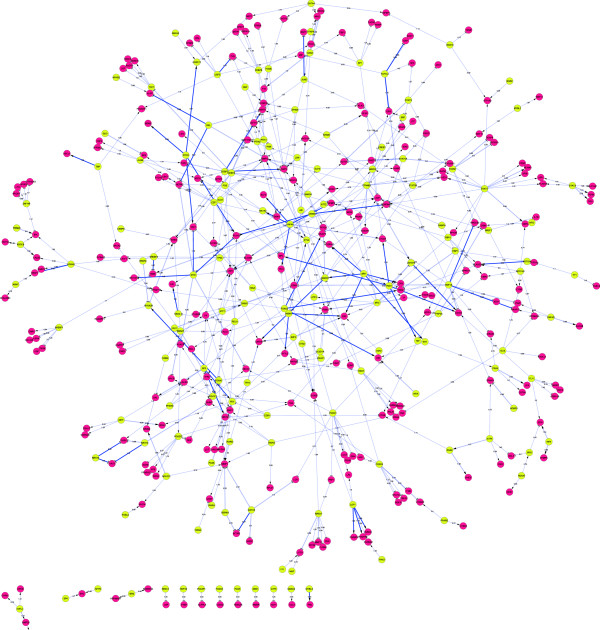
**TGRL lipolysis treatment network of differentially expressed genes.** Edges denote regulatory interactions (TF-DNA binding), yellow are transcription factor (TF) genes and red nodes are differentially regulated targets. Edge weight corresponds to the Pearson correlation coefficient ρ of the expression profiles in connected nodes and the value of the edge (see Additional file 1: Table S1) denotes how statistically significant the interaction is (in all cases p-value < 10^-2^). The resulting network has 151 TFs, 272 target genes (X and Y up- and down-regulated, respectively), 236 inhibitory interaction (ρ < -0.25), 265 activatory interactions (ρ > 0.25).

### Genome-wide analysis of TGRL lipolysis-treated HBMVEC

Differential analysis of gene expression data showed that HBMVEC treated with either LpL or TGRL altered the expression of a small percentage of genes (3.01% and 4.03%, respectively, when compared to control). 

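NCKAP1 belongs to the WAVE complex that builds actin networks at the cell's edge, PIK3C2A is a lipid kinase of endocytosis and vascular signalling, and RANBP6 is a nuclear import receptor. SOAT1 esterifies cholesterol for storage in lipid droplets. KIT is the receptor of stem cell factor, and SIK1 is a kinase that cyclic AMP induces and that restrains CREB-driven transcription. With LpL alone, 246 of 8117 genes were at least 2-fold different from media, which is 3.03%, with 195 higher and 51 lower. The paper states no threshold for its percentages, and only genes above the floor on at least 1 of the arrays compared were counted here. A near match therefore rests on the floor and threshold chosen. The LpL share was 11.4% with the floor at the 20th percentile and 12.4% at 1.5-fold. With TGRL alone the count was 383 of 8173 genes or 4.69%, with 254 higher and 129 lower. The counts depend on the floor, with 1215 for LpL and 1559 for TGRL at the 20th percentile, 118 and 183 at the 60th, and 2201 and 2515 without a floor. Of the genes past 2-fold, 79.3% were higher with LpL and 66.3% with TGRL, and the TGRL share was 53.1% after the array medians had been set equal. Folds with 1 side at the floor, which are lower bounds, made up 31 of the LpL genes and 43 of the TGRL genes. Among genes measured on both arrays whose other probe sets, if any, differed the same way, NCKAP1 had the largest difference, a log2 of 3.50 (11.3-fold) with LpL and 3.77 (13.7-fold) with TGRL. With LpL, CSGALNACT2 and ZNF217 came next, and then AHR, the aryl hydrocarbon receptor, at 2.83, RP2, a protein of membrane traffic, at 2.79 and RANBP6 at 2.72. PIK3C2A was at 2.57 with LpL and at 2.74 with TGRL. SOAT1 was at 1.98 with LpL and 2.47 with TGRL, where CCNG2, a cyclin of quiescent cells, stood at 2.35 and CPOX, an enzyme of heme synthesis, at 2.29. MYL12A, a myosin light chain, and TUBGCP3, which nucleates microtubules, were at 2.49 and 2.40 with LpL. KIT was lower than on media by a log2 of -2.49 with LpL and -2.38 with TGRL, and SIK1 by -1.32 and -1.61. FAXDC2, a hydroxylase-like membrane protein, was at -1.79 with LpL and ITPKB, an inositol phosphate kinase, at -1.61. SETD1B, a histone methyltransferase, was at -1.98 with TGRL, and MORC2, which silences transposons, at -1.79.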

TGRL + LpL (TGRL lipolysis products) treatment affected the expression of 5.61% of all genes detected (~14,500). 

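ACSL4 loads arachidonate and other long fatty acids onto coenzyme A, and PSPH makes the last step of serine synthesis. CNTNAP1 is a cell adhesion protein, SNAPC4 belongs to the complex that starts small nuclear RNA genes, and PRMT7 methylates arginines. With TGRL lipolysis products, 514 of 8186 genes were at least 2-fold different from media, or 6.28%, with 352 higher and 162 lower and 57 of the folds lower bounds. This count was 1638 with the floor at the 20th percentile, 261 at the 60th and 2619 without a floor. The paper's percentage is of all genes detected and has no stated threshold, so it and the share here are not on the same footing. Of the genes measured on both arrays NCKAP1 again had the largest difference, a log2 of 4.00, at intensities of 334 on media, 3783 with LpL, 4558 with TGRL and 5342 with TGRL lipolysis products. RP2 was at 3.37 above media, where its intensity of 35.6 lay near the floor of 33.6, and SOAT1 was at 2.87. ACSL4 was at 2.92, with intensities of 35.3 on media, also near the floor, 127 with LpL, 145 with TGRL and 267 with TGRL lipolysis products. PSPH was at 2.57. Over the 3 treated arrays the other probe set of PSPH differed from media by 0.07, against 2.11 for the probe set used. CNTNAP1 was at -2.11, SNAPC4 at -1.93, PRMT7 at -1.88 and IFFO1, a nuclear filament protein, at -2.03. Between the treated arrays fewer genes were at least 2-fold different, namely 129 for TGRL lipolysis products against TGRL, 97 against LpL, and 109 for LpL against TGRL. On the media array 126 of 8436 genes, ADAM9 and NCKAP1 among them, were at least 2-fold below each of the other 3 arrays and 12, HES1 and KIT among them, were above. On the TGRL lipolysis products array 13 genes including ATF3, DDIT3, CITED2 and CXCL3 were at least 2-fold above each other array, although CITED2 was under 2-fold on its other probe set, and 11 including TXNIP and IER2 were below, against 7 above and 4 below (HABP4, NACAD, URB2 and USP32P2) with TGRL and 2 above (HMGCS1 and INSIG1) and 3 below (FAXDC2, PTMS and TPCN1) with LpL. HABP4, NACAD, URB2, USP32P2, PTMS and TPCN1 were named after their values had been seen. Of 7954 genes counted in all comparisons with media, 126 were higher in all 3, where independent lists would share 0.256 genes and simulated unchanged arrays against the same media array shared 0. Lower in all 3 were 12 genes, where independent lists would share 0.0168 and the simulation 0.01. The simulation had no estimate of the spread between cultures, since each condition has 1 array. Probe sets of a gene also scattered more against media (SDs of 0.39, 0.45 and 0.49) than between TGRL lipolysis products and LpL (0.30). The simulated counts therefore cannot tell a shared response from a media array that itself stands apart. Part of the overlap may come from the shared media array. Across 8436 genes, the difference that LpL made in the presence of TGRL and the difference it made in media had a Pearson correlation of 0.22, and for TGRL with and without LpL it was 0.34. Both depended on the floor, with 0.073 and 0.140 at the 20th percentile and 0.020 and 0.076 without a floor. These pairs of differences share no array, and genes are not independent replicates. The paper sets its percentage beside those for LpL and TGRL alone, and from its functional classes it states that genes of transcription factors, inflammation and apoptosis are among those that the lipolysis products modulate.

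**Figure D2:**
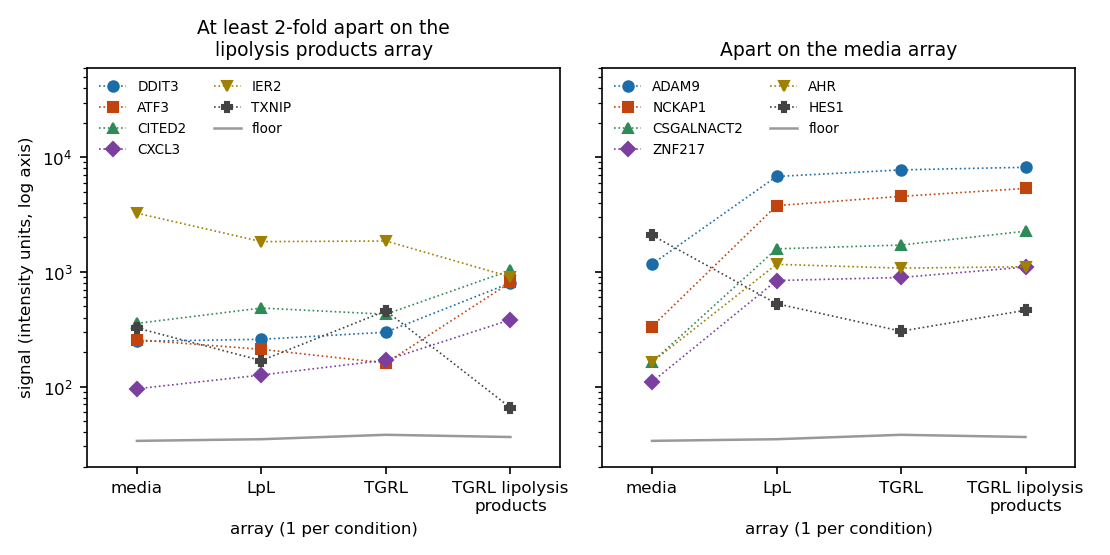
Signal in intensity units on a log axis (y) on each of the 4 arrays (x), 1 point per gene and array, with the floor in grey. ATF3, DDIT3, CITED2 and CXCL3 stand above and IER2 and TXNIP below the other arrays with TGRL lipolysis products (left), while ADAM9, NCKAP1, CSGALNACT2, ZNF217 and AHR are low and HES1 is high on media (right).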

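The unfolded protein response raises the chaperones of the endoplasmic reticulum, with XBP1 as one of its factors and CALR as one of its chaperones. NRF2 drives genes such as GCLM, which makes glutathione, and HMOX1, which degrades heme. Metallothioneins bind zinc and copper, SREBP factors drive sterol and fatty acid synthesis, and PPAR factors respond to fatty acids by raising the genes of their uptake and oxidation. For genes of each process, the median log2 difference was placed as a percentile among 10000 random lists of the same size and matched level, and a median among the 2.5% of either end was taken to stand apart on these arrays. The 20 measured genes of the unfolded protein response had a median of 0.17 above media with TGRL lipolysis products (percentile 98.4), -0.03 with LpL (78.5) and 0.10 with TGRL (87.0). Their percentile with TGRL lipolysis products was 84.6 with probe sets designed to 1 transcript and 95.1 with the mean of a gene's probe sets. For TGRL lipolysis products their median was 0.05 (92.7) against TGRL and 0.21 (99.88, over 19 genes) against LpL. In that list XBP1 was at 0.85, CALR at 0.63 and SDF2L1 at -0.54. The 13 genes of NRF2 and oxidative stress had 0.24 (98.6) with TGRL lipolysis products, -0.06 (71.8) with LpL and 0.27 (97.8) with TGRL, with -0.03 (71.6) for TGRL lipolysis products against TGRL and 0.28 (99.85) against LpL. The LpL value was 0.28 (99.1) with probe sets designed to 1 transcript. GCLM was at 1.54 and HMOX1 at 0.86 above media, and TXNIP, the member farthest from media, was lower. The 10 genes of blood-brain barrier junctions and transporters had 0.32 (99.0), with 0.17 (96.4, over 11 genes) for LpL, 0.27 (98.2) for TGRL and 0.02 (74.0) against TGRL, and percentiles of 92.5 to 97.2 with TGRL lipolysis products under a lower floor, no floor, 16 added to the values, the mean of a gene's probe sets or probe sets designed to 1 transcript. Under the same alternatives and quantile normalization the TGRL percentile was 90.8 to 97.3. ABCG2, a drug efflux pump, and ABCC4 were both at 0.48 and TJP1, a tight junction scaffold, at 0.36. The 8 metallothioneins and zinc genes had -0.42 (0.46), with -0.54 (0) for LpL, -0.49 (0.03) for TGRL and 0.11 (93.4) against TGRL. MT1F was at -0.96, MT1E at -0.61, MT1G at -0.51 and MT2A at -0.48. The 19 genes of sterol and fatty acid synthesis had -0.27 (7.09) with TGRL lipolysis products, -0.20 (7.64) with TGRL and 0.58 (100) with LpL, where INSIG1 was at 1.46, SCD at 1.33 and HMGCS1 at 1.12. The LpL percentile of this list was 95.3 with probe sets designed to 1 transcript. The 18 PPAR targets had -0.07 (52.4), 0.01 (79.5) with LpL and 0.16 (96.8, or 98.2 under quantile normalization) with TGRL, with ACADM, an enzyme of fatty acid oxidation, at 1.69 and ANGPTL4, an inhibitor of LpL, at -0.67 with TGRL lipolysis products. Heat shock genes had -0.10 (27.7, 10 genes), hypoxia and glycolysis genes -0.02 (68.5, 15 genes), Notch genes -0.26 (15.9, 8 genes), glycosaminoglycan and proteoglycan genes -0.01 (77.0, 17 genes), endothelial markers -0.10 (39.3, 14 genes) and housekeeping genes -0.24 (6.31, 10 genes). Among their members, VEGFA was at 1.63, HEY2 at 0.99, B3GAT3 at -1.48, EGFL7 at -0.87, HSPA4 at 0.60 and POLR2A at -0.54. With LpL alone the Notch list stood at -0.37 (0.13), and with TGRL alone the glycosaminoglycan list at 0.27 (99.3, or 96.2 with probe sets designed to 1 transcript).

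**Figure D3:**
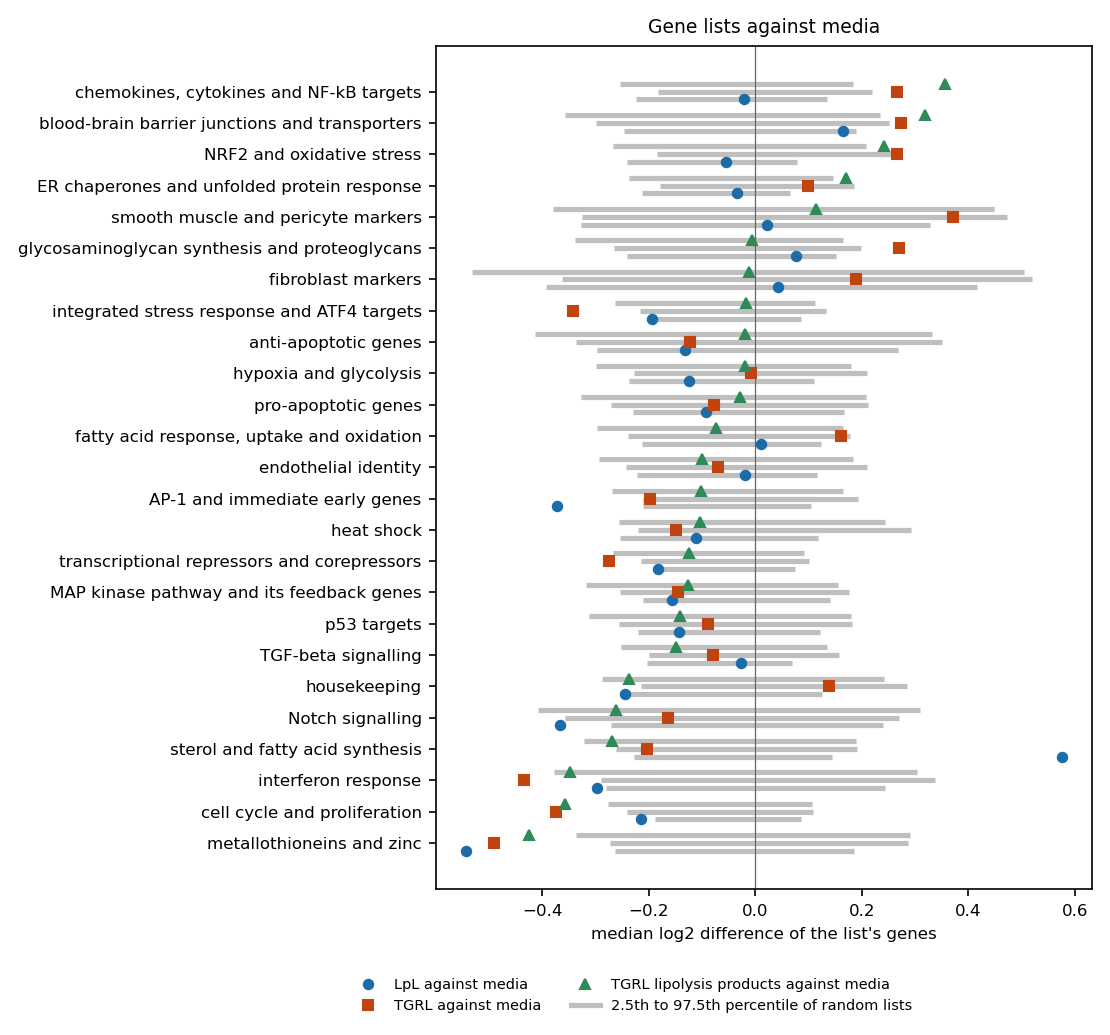
Median log2 difference from media (x axis) of each gene list (y axis) with LpL (circles), TGRL (squares) and TGRL lipolysis products (triangles), and in grey the span of random lists for the same comparison without the 2.5% at either end. The sterol list stands to the right with LpL only, and the metallothionein list lies to the left on all 3 arrays.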

Functional classification of genes modulated by lipolysis product (TGRL + LpL) treatment identified multiple functional classes including transcription factors, inflammatory responses, apoptosis, cell cycle, cell proliferation, ion metabolism, lipid metabolism, kinase activity, signalling pathways, DNA binding, protein binding, protein folding, and proteins of unknown function.

### Differentially expressed transcription factors

TGRL lipolysis products activated genes encoding transcription factors including activating transcription factor (ATF3), ATF4, ATF2, DNA damage-inducible transcript 3 (DDIT3), CREB binding protein (CREBBP), Krueppel-like factor 4 (KLF4), KLF5, aryl hydrocarbon receptor (AHR), peroxisome proliferator-activated receptor delta (PPARD). 

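ATF4 is the factor whose translation rises when EIF2AK3 and related kinases phosphorylate eIF2α, and DDIT3 (CHOP), one of its targets, promotes apoptosis under lasting stress. ATF2 is a bZIP factor activated by the stress kinases JNK and p38, and CREBBP is an acetyltransferase that serves many activators. KLF4 and KLF5 are zinc finger factors of the vessel wall, the aryl hydrocarbon receptor (AHR) senses aromatic ligands, and PPARD is a nuclear receptor for fatty acids. DDIT3 had intensities of 248 on media, 258 with LpL, 298 with TGRL and 802 with TGRL lipolysis products, a log2 difference from media of 1.69 with the products against 0.06 with LpL and 0.26 with TGRL. Against TGRL it was at 1.43 and against LpL at 1.64. ATF4 had intensities of 2940 on media, 2643 with LpL, 4661 with TGRL and 5814 with TGRL lipolysis products. Its log2 difference from media was -0.15 with LpL, 0.67 with TGRL and 0.98 with TGRL lipolysis products, and 0.32 against TGRL. ATF2 was at 0.95, 0.78 and 1.61 in that order, with 0.83 against TGRL, while its other probe set gave 1.14 above media and 0.21 against TGRL. CREBBP was at 1.19, 0.37 and 1.45, with 1.08 above TGRL and 0.27 above LpL. KLF4 stood at 1.06, 1.02 and 1.66, with 0.64 above TGRL, while its other probe set differed from media by -0.05 and from TGRL by -0.24. AHR was at 2.72 with TGRL and 2.76 with TGRL lipolysis products, which left 0.04 against TGRL and -0.07 against LpL. PPARD was at 0.37, 0.14 and 0.66, with 0.52 above TGRL. KLF5 was at or under the floor on media, with LpL and with TGRL, and had an intensity of 38.9 with TGRL lipolysis products, which bounds its log2 difference from media at 0.21 or more. The other probe set of KLF5 was above the floor with LpL, at a log2 difference of 0.048 or more, and with TGRL lipolysis products, at an intensity of 66.1 and a log2 difference of 0.977 or more.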

ATF3 is a member of the mammalian activation transcription factor/cAMP responsive element-binding (CREB) protein and a member of the ATF family of transcription factors. This gene is induced by a variety of signals including many of those encountered by cancer cells, and is involved in the complex process of cellular stress response [9] and post-translational modifications have been established. For instance, it has been reported previously that upon UV irradiation, two transcription factors, c-Jun and ATF2, are phosphorylated by the JNK/SAPK family of stress-induced kinases [10]. Many stress responses have been studied in tissue culture cells by using signals including UV irradiation [11], cytokines [12], and modulated by gadd153/Chop10 [13]. ATF4 encodes a transcription factor that was originally identified as a widely expressed mammalian DNA binding protein. Recently it has been found that ATF4 mediates hyperglycemia-induced endothelial inflammation and retinal vascular leakage in mouse [14]. Up-regulation of ATF3 (19.6-fold) and ATF4 (3.6-fold) by TGRL lipolysis in HBMVEC was confirmed by qRT-PCR (Figure 5A).

**Figure 5:**
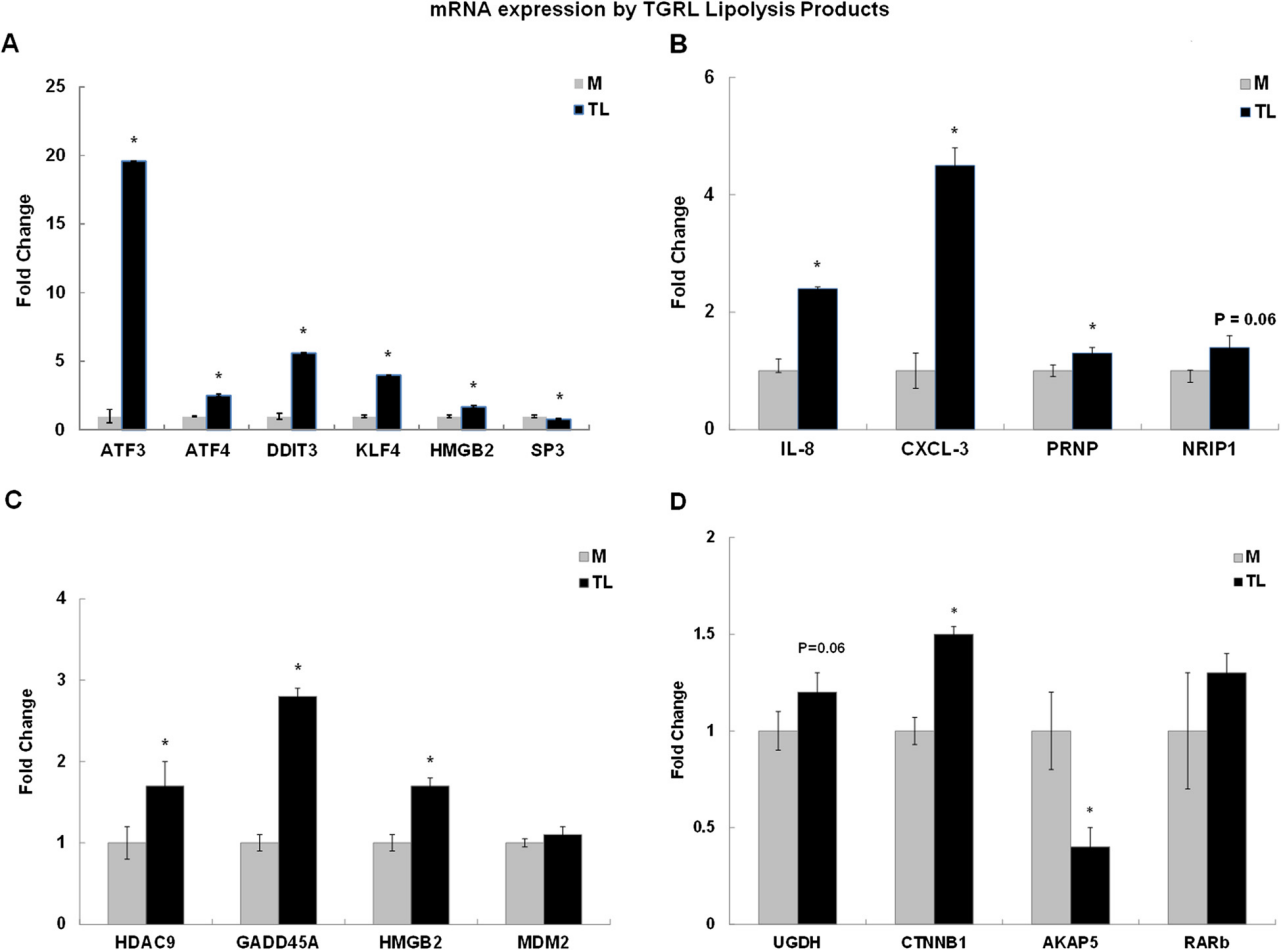
**Confirmation of selected genes by qRT-PCR.** TGRL lipolysis products (TL) compare to Media (M) alone treatment. Genes related to **(A)** Transcription factors, **(B)** Pro-inflammatory Response, **(C)** Cell cycle and Apoptosis, **D)** Metabolism and Signalling pathway. HBMVEC were treated with either Media (M) or TGRL lipolysis products (TL) for 3 hr. Microarray analysis: (pooled n = 3 per GeneChip as compared to TGRL-treated group). For qRT-PCR, the expression of each gene was normalized to that of GAPDH and then fold change was calculated as a ratio of expression after lipolysis products treatment relative to TGRL controls (individual n = 3). An asterisk (*) denotes p-value ≤ 0.05.

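UGDH makes the UDP-glucuronate from which glycosaminoglycans are built, and CTNNB1 (β-catenin) anchors cadherins at adherens junctions and carries Wnt signals. RARB is a retinoic acid receptor, SP3 binds GC boxes as activator or repressor, and MAPK8 (JNK1) phosphorylates JUN and ATF2 under stress. AKAP5 anchors protein kinase A and calcineurin at the membrane. On the arrays UGDH with TGRL lipolysis products was 2.27-fold its level on media, 1.43-fold that with TGRL and 1.28-fold that with LpL. Each treatment alone gave UGDH a ratio to media of 1.77 with LpL and 1.58 with TGRL. CTNNB1 was 1.65-fold its level on media, 0.973-fold that with TGRL and 1.05-fold that with LpL, and stood at ratios to media of 1.57 with LpL alone and 1.70 with TGRL alone. RARB had ratios of 1.67 to media, 1.73 to TGRL and 1.58 to LpL, and of 1.06 for LpL and 0.963 for TGRL against media. SP3 had ratios of 1.24 to media, 1.14 to TGRL and 1.00 to LpL, while LpL and TGRL alone gave SP3 1.24 and 1.09. MAPK8 had ratios of 1.14 to media, 1.02 to TGRL and 1.40 to LpL at intensities of 54.2 on media, 44.0 with LpL, 60.5 with TGRL and 61.8 with TGRL lipolysis products. On its other probe set MAPK8 with TGRL lipolysis products had log2 differences of -0.14 from media, -0.01 from TGRL and -0.57 from LpL. AKAP5 lay under the floor on every array, at 0.733 on media, 2.36 with LpL, 2.84 with TGRL and 1.76 with TGRL lipolysis products, so it has no fold. SPEG was not analysed here because its probe sets carry several gene symbols.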

CREB binding protein (CREBBP) is ubiquitously expressed and is involved in the transcriptional coactivation of many different transcription factors and known to play critical roles in embryonic development, growth control, and homeostasis by coupling chromatin remodeling to transcription factor recognition. Transforming growth factor-β signalling pathways mediate epithelial-mesenchymal transition are dependent on the transcriptional co-activator CREBBP [15]. CREBBP was increased (1.1-fold) but not significantly up-regulated by TGRL lipolysis products (data not shown). DNA damage-inducible transcript 3 (DDIT3; 5.6-fold up-regulation; Figure 5A) is a member of the CCAAT/enhancer binding proteins (C/EBPs) (CHOP) family of transcriptional factors that regulate cell cycle and apoptosis.

Krueppel-like factor 4 (KLF4; 4-fold up-regulation; Figure 5A) is known to be endothelial Kruppel-like zinc finger protein. KLF4 differentially regulates pertinent endothelial targets and important regulators of vascular homeostasis and atherothrombosis [16]. Kruppel-like factor 4 regulates endothelial activation in response to pro-inflammatory stimuli [17]. Peroxisome proliferator-activated receptor delta (PPARD or PPARδ) (0.6-fold down-regulation; Figure 5A) is a member of the peroxisome proliferator-activated receptor (PPAR) family. PPARs mediate a variety of biological processes, and may be involved in the development of several chronic diseases, including diabetes, obesity, atherosclerosis, and cancer. PPARs are nuclear receptors regulating the expression of genes involved in lipid and glucose metabolism [18,19]. PPARD is an important regulator of fatty acid (FA) metabolism [20]. Increase expression of PPARD has been reported in hepatic steatosis that is induced by oleic acid. Several lines of evidence point to a negative regulatory role for PPARβ/δ in inflammatory responses of the skin. Thus, mice deficient for PPARβ/δ showed an increased inflammatory response to the topical application of O-tetradecanoylphorbol-13-acetate [21].

The Specific protein 3 gene (Sp3; 0.8-fold down-regulation; Figure 5A) encodes for transcription factors that regulate transcription by binding to consensus GC- and GT-box regulatory elements in target genes. Sp3 is an inducer of apoptosis and a marker of tumor aggressiveness [22].

### TGRL lipolysis products activate pro-inflammatory factors

Interleukin 8 (IL-8 or CXCL8; 2.4-fold up-regulation; Figure 5B), a member of the CXC chemokine family, is one of the major mediators of inflammatory responses. Chemokine ligand 3 (CXCL3; 4.5-fold up-regulation; Figure 5B), which is known to be induced by oxidized low-density lipoprotein, was also was found to be induced by TGRL lipolysis products. Prion protein (PRNP; 1.3-fold up-regulation; Figure 5B) is a plasma membrane glycosylphosphatidylinositol-anchored glycoprotein that tends to aggregate into rod-like structures. Recently, PRNP has been shown to mediate the toxicity of other pathological protein aggregates, including oligomers of the amyloid β (Aβ) peptide, which are associated with Alzheimer’s disease PRNP [23,24]. It has been reported that PRNP gene contributes the association between the methionine/valine (M/V) polymorphism and risk of Alzheimer disease [25].

Nuclear receptor interacting protein 1 (NRIP1 also known as RIP140; 1.4-fold up-regulation; Figure 5B), is a nuclear protein that specifically interacts with the hormone-dependent activation domain AF2 of nuclear receptors. NRIP1 is a key regulator that modulates transcriptional activity of a variety of transcription factors, including the estrogen receptor and has an important role in regulating lipid and glucose metabolism. Mice devoid of the co-repressor protein RIP140 are lean, show resistance to high-fat diet-induced obesity and hepatic steatosis, and have increased oxygen consumption [26]. Increased RIP140/NRIP1 level is associate with inflammation and disorders of lipid and glucose metabolism in diabetic patients [27].

SPEG (0.7-fold down-regulation; Figure 5B), also known as aortic preferentially expressed gene-1 (APEG-1), was down-regulated by TGRL lipolysis products. APEG-1 appears to be expressed only in highly differentiated aortic smooth muscle cells (ASMC) in normal vessel walls but it’s mRNA was down-regulated in dedifferentiated ASMC in response to vascular injury [28].

### TGRL lipolysis product-induced endothelial cell apoptosis

Histone deacetylase 9 (HDAC9; 1.7-fold up-regulation; Figure 5C) plays a critical role in transcriptional regulation, cell cycle progression, and developmental events. Histone acetylation/deacetylation alters chromosome structure and affects transcription factor access to DNA. Growth arrest and DNA-damage-inducible, alpha (GADD45A; 2.8-fold up-regulation; Figure 5C) and beta (GADD45B) genes are the first well-defined p53 downstream genes. They can be induced by multiple DNA-damaging agents and stressful growth arrest conditions, such as IR and UV radiation, and play important roles in the control of cell cycle checkpoint, DNA repair processes, and signalling transduction. The protein encoded by this gene responds to environmental stresses by mediating activation of the p38/JNK pathway via MTK1/MEKK4 kinase. No change in GADD45A and loss function of GADD45B suggested that its normal role in the pituitary includes acting as a brake to cell proliferation and survival [29].Despite their central position in the TGRL-centered PPI network, Mouse double minute 2 homolog (MDM2) and S100 calcium binding protein B (S100B) were not found to be differentially regulated in our samples (p-value > 0.05; Figure 5C). 

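MDM2 is the ubiquitin ligase that degrades p53 and is itself a p53 target, and S100B is a calcium-binding protein secreted mainly by astrocytes. GADD45B is a stress-induced regulator of p38 and JNK signalling. MDM2 had intensities of 116 on media, 100.1 with LpL, 88.9 with TGRL and 96.8 with TGRL lipolysis products. The log2 difference of MDM2 from media was -0.21 with LpL, -0.38 with TGRL and -0.26 with TGRL lipolysis products, and TGRL lipolysis products stood 0.12 above TGRL. Another MDM2 probe set gave -0.28, -0.29 and -0.07. On 2 more that were at the floor on media, MDM2 with TGRL lipolysis products was at 0.57 or more and 0.32 or more, and on the first of these with TGRL at 0.74 or more. S100B was under the floor on every array, at 1.34 on media, 0.81 with LpL, 2.14 with TGRL and 0.886 with TGRL lipolysis products, and has no fold. GADD45B differed from media by a log2 of -1.19 with LpL, -1.43 with TGRL and -1.03 with TGRL lipolysis products. On other probe sets GADD45B was at -1.71 and -1.95 with TGRL lipolysis products, and on one that was at the floor on media at 0.33 or more. Measured without the media array, GADD45B lay 0.40 above TGRL and 0.16 above LpL on the probe set used, while 2 others gave -0.05 and -0.12 against TGRL and -0.31 and -0.60 against LpL.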

MDM2 is a target gene of the transcription factor tumor protein p53 and also affects the cell cycle, apoptosis, and tumorgenesis through interactions with other proteins. Over expression of this gene results in excessive inactivation of tumor protein p53, diminishing its tumor suppressor function. S100B is a member of the S100 family of proteins containing 2 EF-hand calcium-binding motifs. S100 proteins are localized in the cytoplasm and/or nucleus of a wide range of cells, and involved in the regulation of a number of cellular processes such as cell cycle progression and differentiation. The altered expressions of this gene have been implicated in several neurological, neoplastic, and other types of diseases, including Alzheimer’s disease.

In contrast, the High mobility group box 2 (HMGB2) was up-regulated 1.7-fold by TGRL lipolysis (Figure 5C). HMGB2 gene encodes a member of the non-histone chromosomal high mobility group protein families. In vitro studies have demonstrated that this protein is able to efficiently bend DNA and form DNA circles. HMGB2 is known to stabilize p53 in HeLa cells [30]. Overexpression of HMGB2 in hepatocellular carcinoma is associated with poor prognosis and tumor development [31].

### TGRL lipolysis product-induced metabolism and signalling pathways

UDP-glucose 6-dehydrogenase (UGDH, 1.2-fold up-regulation (p = 0.06); Figure 5D), the protein encoded by this gene converts UDP-glucose to UDP-glucuronate and thereby participates in the biosynthesis of glycosaminoglycans such as hyaluronan, chondroitin sulfate, and heparan sulfate. The expression of UGDH is up-regulated by transforming growth factor beta and down-regulated by hypoxia. Catenin (cadherin-associated protein), beta 1 (CTNNB1, 0.8-fold down-regulation; Figure 5D), protein encoded by this gene is part of a complex of proteins that constitute adherens junctions (AJs). AJs are necessary for the creation and maintenance of cell layers by regulating cell growth and adhesion between cells.

The A-kinase anchor protein 5 (AKAP5), a member of the AKAP family and also known as AKAP75 or AKAP79. AKAP5 is predominantly expressed in cerebral cortex and may anchor the PKA protein at postsynaptic densities (PSD) and be involved in the regulation of postsynaptic events. It can bind to the RII-beta regulatory subunit of cAMP-dependent protein kinase (PKA), and also to protein kinase C and the phosphatase calcineurin [32]. AKAP5/AKAP79 is present in the lipid raft of stimulated KG1 cells [33]. Down–regulation of AKAP5 in HBMVEC by TGRL lipolysis products suggests calcineurin-dependent NFAT signalling may involve. Retinoic acid receptor, beta (RARβ), a member of the thyroid-steroid hormone receptor superfamily of nuclear transcriptional regulators was increased 1.3-fold but was not significant. It binds retinoic acid, which mediates cellular signalling in embryonic morphogenesis, and cell growth and differentiation. This protein limits growth of many cell types by regulating gene expression. The mechanism associated with modulation of ERK 1/2 and JNK activation and depends on stimulation of RARβ [34].

To gain a better insight on the biological processes, cellular components and molecular functions that are affected by the differentially expressed genes, we performed a functional analysis by using the DAVID toolbox (see Methods) [35,36]. 

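Repressors of transcription include ZEB2, which silences epithelial genes, HES1 and ZNF217. APAF1 forms the apoptosome with CASP9, PMAIP1 (NOXA) antagonizes MCL1, and XIAP and BIRC2 inhibit caspases. Among the 550 genes with the largest absolute log2 difference between TGRL lipolysis products and media, a list as long as the paper's, 374 were higher and 176 lower. They are 6.72% of the measured genes and reach down to an absolute log2 difference of 0.97. Of 40 repressors and corepressors listed, 32 were measured and 10 lay among these 550, with 7 at least 2-fold higher and 3 at least 2-fold lower. ZEB2 stood at 2.68 with TGRL lipolysis products and at 1.46 with either LpL or TGRL alone. The median of the repressor list was -0.12 with TGRL lipolysis products (percentile 39.5 among random lists), -0.18 with LpL (1.90) and -0.27 with TGRL (0.31), and 0.16 for TGRL lipolysis products against TGRL (99.8, over 31 genes). The LpL percentile was 6.06 under quantile normalization, 14.1 with 16 added to the values, 25.4 with the mean of each gene's probe sets and 36.2 with probe sets designed to 1 transcript. With the last 2 the TGRL percentile was 9.35 and 63.3. Of 15 measured pro-apoptotic genes, DDIT3 and APAF1 lay among the 550. APAF1 was at 1.36 with TGRL lipolysis products, 1.01 with LpL and 0.86 with TGRL, PMAIP1 was at 0.56 and CASP9 at -0.76. The pro-apoptotic list had a median of -0.03 (63.9) with TGRL lipolysis products, -0.09 (33.2) with LpL and -0.08 (36.5) with TGRL. Of 9 measured anti-apoptotic genes none was at least 2-fold different with TGRL lipolysis products, and their median was -0.02 (61.6), with -0.13 (28.6) for LpL and -0.12 (25.3) for TGRL. MCL1 was at -0.92 with TGRL lipolysis products and at -0.996 with TGRL, BCL2L1 was at -0.45, BIRC2 at -0.33 and XIAP at 0.32, where XIAP had 0.79 with LpL and 1.28 with TGRL. No test of enrichment was made here.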

As shown in Figure 6, negative regulation of transcription and biosynthetic processes were highly enriched, as well as the positive regulation of apoptosis and intracellular signalling. Not surprisingly, given the implicated metabolic compounds, membrane-related components and various organelles were the most differentially expressed genes were localized. In agreement with our analysis above, the functional enrichment analysis shows a clear differential regulation of transcriptional units, including transcription factor and cofactor binding, repressor activity and enzyme binding.

**Figure 6:**
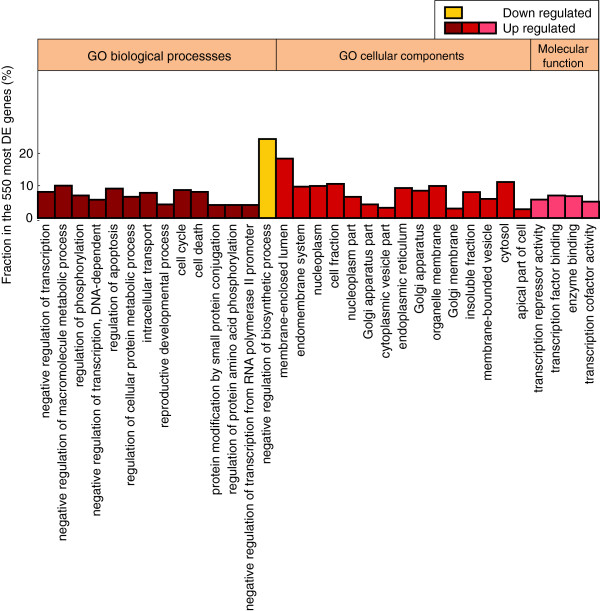
**Functional analysis of enriched differentially expressed clusters.** Percent of genes that belong in a significantly enriched functional annotation category, out of the 550 top DE genes. Cluster enrichment for GO biological processes, cellular components and molecular function is presented. Functional classes are indexed by increasing p-values: 8e-9 (negative regulation of transcription) to 3e-4 (negative regulation of biosynthetic process) for GO biological processes, 6e-8 (membrane-enclosed lumen) to 3e-3 (apical part of cell) for GO cellular components and 1e-6 (transcription repressor activity) to 3e-4 (transcription cofactor activity) for GO molecular function.

## Discussion

The most significant discovery of this study is the robust and rapid induction of genes encoding transcription factors, inflammation, and apoptosis. 

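AP-1 is a dimer of JUN, FOS and ATF proteins that serum, growth factors and stress kinases switch on within minutes. Its genes belong to the immediate early genes with EGR1, IER2, KLF2 and DUSP1, the last of which turns the kinases off again. The 18 measured AP-1 and immediate early genes had a median log2 difference from media of -0.10 with TGRL lipolysis products, at percentile 36.5 of random lists. With LpL alone the median of these genes was -0.37 (percentile 0, or 4.98 with probe sets designed to 1 transcript) and with TGRL alone -0.20 (3.22), and percentiles for TGRL ran from 0.56 to 1.69 under another floor, without a floor or with 16 added to the values. TGRL lipolysis products stood 0.10 above TGRL (96.2) and 0.22 above LpL (99.9). ATF3 and KLF4 were at least 2-fold higher than on media with TGRL lipolysis products, and IER2 was lower, at -1.85 against -0.82 with LpL and -0.81 with TGRL. Against TGRL IER2 was at -1.04 and against LpL at -1.02. EGR1 was at -0.55 with TGRL lipolysis products, -0.998 with LpL and -0.77 with TGRL. JUNB was at -0.11 with TGRL lipolysis products and -0.82 with LpL, KLF2 at -0.58 and -0.38, and MAFF at -0.51 and -0.75. DUSP1 was at -0.33 with TGRL lipolysis products, -0.79 with LpL and -1.03 with TGRL.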

More specifically, HBMVEC treated with TGRL lipolysis products encode transcription factor ATF3-related genes in the MAP Kinase pathway associated with AP-1 signalling. This, then, stimulates an array of pro-inflammatory and pro-apoptotic genes that effect endothelial cell injury. ATF3 can be induced by stress and growth factors in mammalian cells, and is thought to play an important role in the cardiovascular and nervous system. However, little is currently known about how the induction of ATF3 is regulated, except that the JNK pathway is involved. Previous studies have shown up-regulation of ATF3 to act as either pro-inflammatory [37] or anti-inflammatory [38-40] and it was more recently linked to Alzheimer’s disease through a system-level approach [41]. ATF3 belongs to the ATF/cyclic AMP responsive element binding (CREB) family of transcription factors, characterized by a basic region leucine zipper (bZip) motif. The basic region is necessary for binding to the ATF/CRE promoter and the leucine zipper element for homo-and hetero-dimerization with other bZip proteins to differentially regulate transcription. The dimeric state of ATF3 gives us clues as to the ultimate effects of ATF3 on inflammation. As a homo-dimer, ATF3 acts as a transcriptional regulator inhibiting expression of pro-apoptotic molecules. Alternatively, ATF3 can form a heterodimer with activated c-Jun that enhances transcription of stress response genes [42]. The transcription of ATF3 as a key response gene after treatment for 3 hr with TGRL lipolysis products demonstrated that its induction was essential for the expression of a subset of pro-inflammatory responses.

TGRL lipolysis products-induced signalling pathways involve in mitogen-activated protein (MAP) Kinase, TGF-β and p53 signalling. 

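MAP kinase signalling induces its own brakes, the phosphatase DUSP5 and the adaptors SPRED2 and SPRY4. TGFB2 is a ligand of the TGF-β pathway and SMAD6 and SMAD7 are its inhibitors, which the pathway induces, while ID3 answers to the related BMP ligands. XPC recognizes DNA damage and is a p53 target. The 22 measured genes of the MAP kinase pathway and its feedback had a median log2 difference from media of -0.13 with TGRL lipolysis products (percentile 38.4 of random lists), -0.16 with LpL (9.64, over 23 genes) and -0.15 with TGRL (18.2). Between TGRL lipolysis products and TGRL their median was 0.15 (97.54). SPRED2 was at -1.49 with TGRL lipolysis products, -0.91 with LpL and -1.34 with TGRL, with -0.15 against TGRL. DUSP5 was at -1.02, -0.54 and -0.70 in that order, with -0.32 against TGRL, and SPRY4 at -0.75, -0.66 and -1.12. The 22 genes of TGF-β signalling had a median of -0.15 (20.8) with TGRL lipolysis products, -0.03 (78.2) with LpL and -0.08 (27.8) with TGRL. TGFB2 was at 1.05 with TGRL lipolysis products, 0.66 with LpL and 0.38 with TGRL. SMAD7 was at 0.95 with TGRL lipolysis products, 1.35 with LpL and 1.06 with TGRL, SMAD6 was at 0.90 and ID3 at -0.75. The 16 measured p53 targets had a median of -0.14 (32.2) with TGRL lipolysis products, -0.14 (16.7) with LpL and -0.09 (37.5) with TGRL, with 2 genes, SFN and GADD45A, at least 2-fold higher. XPC was at -1.14 with TGRL lipolysis products, -0.88 with LpL and -0.50 with TGRL, with -0.64 against TGRL.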

The four major MAP Kinase pathways, ERK, JNK, P38, and BMK/ERK5, perform activating phosphorylations of nuclear transcription factors. Of these, ERK has been shown to inhibit ATF3 expression while JNK activates ATF3 through transcriptional regulation [43]. JNK activation also results in phosphorylation of c-Jun, a component with ATF3 of a complex that binds AP-1 responsive promoter regions. As would be expected, c-Jun/AP-1, ATF2, ATF4, ATF6, CREB, Myc, C/EBPB, Erg-1, and other transcription factors have been shown to induce ATF3 expression [44,45].

Our study has shown that increased expression of ATF3 occurs early in response to stress by a mechanism requiring the related bZIP transcriptional regulator ATF4. 

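The integrated stress response acts through ATF4, whose targets carry amino acid synthesis, amino acid transport and tRNA charging. CHAC1, a glutathione-degrading enzyme, TRIB3, DDIT4 and VLDLR are among its targets, and CEBPB is an ATF4 partner. The 28 measured genes of the integrated stress response had a median log2 difference from media of -0.02 with TGRL lipolysis products (percentile 73.8 of random lists), -0.19 with LpL (2.03, or 2.55 and 4.38 at other floors) and -0.34 with TGRL (0.02, over 27 genes). Between TGRL lipolysis products and TGRL their median was 0.14 (99.6), and between TGRL lipolysis products and LpL it was 0.09 (96.5). With TGRL lipolysis products 3 of them, ATF3, DDIT3 and CHAC1, were at least 2-fold higher than on media. CHAC1 had intensities of 59.1 on media, 38.1 with LpL, 7.09 with TGRL, which is under the floor, and 179 with TGRL lipolysis products, at a log2 difference of 1.60 from media. DDIT4 was at -0.01 with TGRL lipolysis products, -1.06 with LpL and -1.36 with TGRL, which left 1.35 against TGRL and 1.05 against LpL. VLDLR, a receptor for triglyceride-rich particles, was at -0.73 with TGRL lipolysis products, -0.97 with LpL and -0.997 with TGRL. TRIB3 was at -0.51 and CEBPB at 0.06. The arrays sample a single time, so they give no order of ATF4 and ATF3.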

ATF3 contributes to induction of the apoptosis-inducing protein DDIT3 transcriptional factor in response to TGRL lipolysis products at 3 hr. DDIT3, CHOP, or GADD153 protein functions as a dominant-negative inhibitor by forming heterodimers with other C/EBP members, such as C/EBP and is linked to diabetes [13,46,47]. Expression of transcriptional activators ATF4 and CHOP have been reported to be induced during ER stress [48]. Although ATF3, ATF4, and DDIT3 (CHOP) are co-ordinately expressed in response to ER stress, there are differences between these genes regarding the contribution of transcriptional control and the timing of induced expression.

Previous studies have shown up regulation of ATF3 to act as either pro-inflammatory [37] or anti-inflammatory [38-40]. The dimeric state of ATF3 gives us clues as to the ultimate effects of ATF3 on inflammation. As a homo-dimer, ATF3 acts as a transcriptional regulator inhibiting expression of pro-apoptotic molecules. Alternatively, ATF3 can form a heterodimer with activated c-Jun that enhances transcription of stress response genes [42]. A number of other biological molecules and pathways could contribute to the pro-inflammatory and pro-apoptotic effects of TGRL lipolysis products. In this study, mRNA levels of a number of inflammatory genes were markedly up-regulated in TGRL lipolysis products treated HBMVEC. These genes, including IL-8, CXCL-3, PRNP and NRIP1, are important cytokines, which participate in inflammatory cell mobilization and recruitment. 

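CXCL8 (interleukin 8), CXCL2, CXCL3 and CXCL6 are chemokines that draw neutrophils to activated endothelium. SELE is the adhesion molecule on which leukocytes roll and PTGS2 makes prostaglandins. PRNP is the membrane-bound prion protein and NRIP1 a corepressor of nuclear receptors. CXCL3 had intensities of 95.6 on media, 126 with LpL, 170.0 with TGRL and 382 with TGRL lipolysis products. The log2 difference of CXCL3 from media was 0.40 with LpL, 0.83 with TGRL and 2.00 with TGRL lipolysis products, the last 1.17 above TGRL. CXCL8 had intensities of 7049 on media, 6089 with LpL, 6070 with TGRL and 8735 with TGRL lipolysis products, a log2 difference of 0.31 from media, 0.53 from TGRL and 0.52 from LpL. On another probe set CXCL8 was at 1.31 above media with TGRL lipolysis products, 0.26 with LpL and 0.34 with TGRL. PRNP was at 1.76 with TGRL lipolysis products, 1.20 with LpL and 1.19 with TGRL, with 0.57 against TGRL, and on its other probe set -0.12 from media and -0.07 from TGRL. NRIP1 was at 1.95, 1.51 and 1.36 in that order, with 0.59 against TGRL, and on its other probe set 0.49 above media and 0.29 above TGRL. The 22 measured chemokines, cytokines and NF-κB targets had a median of 0.36 with TGRL lipolysis products (percentile 99.96 of random lists), -0.02 with LpL (67.2, over 21 genes) and 0.27 with TGRL (99.1, or 96.3 with the mean of each gene's probe sets), and 0.23 for TGRL lipolysis products against TGRL (99.97, over 23 genes). With TGRL lipolysis products 14 of the 22 lay above media, 5 at least 2-fold, and 8 below. CXCL6 was at 1.57 with TGRL lipolysis products and 1.58 with LpL, which left -0.01 between them. CXCL2 was at 1.52 with TGRL lipolysis products, 0.29 with LpL and 0.98 with TGRL, PTGS2 at 1.02, 0.50 and 0.63, and SELE at 1.01, 0.97 and 0.72. The 10 measured interferon response genes had a median of -0.35 with TGRL lipolysis products (3.67, or 0.17 to 0.99 with a lower floor, no floor, 16 added to the values or the mean of probe sets), -0.30 with LpL (1.73, or 4.69 with a higher floor and 3.415 with probe sets designed to 1 transcript) and -0.43 with TGRL (0.22), with IFIT3 at -0.89, RIGI at -0.76 and OAS1 at 0.55 with TGRL lipolysis products.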

Induction of plasma membrane PRNP suggested that PRNP interact with many other proteins and induced vascular inflammation. It was recently shown that unfolded protein response and ATF3 are associated with inflammation response related to atherosclerosis in endothelial cells [49,50]. Our previous studies have shown that TGRL lipolysis products activate stress response pathways that induce expression of multiple pro-inflammatory and pro-apoptotic genes leading to endothelial dysfunction [5,51].

TGRL lipolysis products-induced up regulation of HDAC9 suggested vascular inflammation in brain microvascular endothelial cells. Several studies elucidated that the effects of individual HDACs in vasculature. HDAC9 promotes angiogenesis and determines the angiogenic gene expression pattern of endothelial cells [52]. Although HDAC9 gene is significantly associated with large-vessel stroke risk in different population [53], it’s actions are not known in microvascular endothelial cells. Our study showed up-regulation of HDAC9, GADD45A and HMGB2 expression regulates cell cycle progression through p53 signalling by TGRL lipolysis products in HBMVEC. Additionally, up-regulation of RARβ and JNK, may play a role and further activate vascular inflammation and apoptosis in HBMVEC. 

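HDAC9 is a histone deacetylase that acts with MEF2 factors, GADD45A is a p53 target that binds PCNA and CDK1, and HMGB2 bends DNA and is most abundant in dividing cells. CDK1 and CDC20 drive mitosis, and MCM2 belongs to the replicative helicase. HDAC9 had a log2 difference from media of 1.30 with TGRL lipolysis products, 1.11 with LpL and 0.78 with TGRL, and stood 0.52 above TGRL and 0.19 above LpL. GADD45A was at 1.25, 0.47 and 0.32 in that order, with 0.93 above TGRL and 0.78 above LpL. HMGB2 was at 0.71, 0.54 and 0.13, with 0.58 above TGRL and 0.17 above LpL. The 27 measured genes of cell cycle and proliferation had a median of -0.36 with TGRL lipolysis products (percentile 0.215 of random lists), -0.21 with LpL (0.68) and -0.37 with TGRL (0.05), with 8 above and 19 below media. Between TGRL lipolysis products and TGRL the median of these genes was 0.10 (95.3), and between TGRL lipolysis products and LpL it was -0.09 (19.4). With probe sets designed to 1 transcript the percentile of this list with TGRL lipolysis products was 2.97, and with the mean of each gene's probe sets it was 7.25. In the same order the LpL percentile was 4.34 and 3.82, and with the first the TGRL percentile was 3.315. MAD2L1, the member farthest from media with each treatment, was higher. CDC20 was at -1.23 with TGRL lipolysis products, -0.81 with LpL and -1.05 with TGRL. CDK1 was at -1.09, -0.18 and -1.44 in that order, with 0.35 against TGRL, and MCM2 at -0.94, -0.66 and -1.20.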

Further studies are needed to validate the strength of our system biology analyses and to determine how TGRL lipolysis products regulate physiologically important cell signalling pathways. The marked increased expression of ATF3 suggested that upstream molecules, such as TGFβ suggest that the mitogen-activated protein kinase pathway activation in HBMVEC by TGRL lipolysis products is mediated through RARβ.

Lipolysis of TGRL produces an array of remnant lipoprotein particles, fatty acids, phospholipids, diglycerides, and monoglycerides [4]. Any and all of these lipids and lipoproteins could have either pro- or anti-inflammatory effects on the endothelial cells although our previous work suggest that it is the fatty acids that are the primary mediators of endothelial cell injury at high physiological or pathophysiological concentrations [54-56]. However, the broad activation of transcription factors and pro-inflammatory genes suggests that other components of TGRL lipolysis products also could be playing a part in addition to fatty acids.

The peak elevation in blood TGRL is about 3–4 hours after a meal and blood triglycerides can rise 0.3-fold to many-fold higher during the postprandial period. Lipolysis of TGRL by endothelial cell-associated lipoprotein lipase likewise peaks in the postprandial period thus producing more endothelial cell injury or lipotoxicity as a result of the release of TGRL lipolysis products directly on the endothelial cells. Rather than low-grade, chronic injury, endothelial cells are injured repetitively over the course of a day, which could be a more pathological form of injury.

The precise pathogenetic mechanisms associated with lipotoxic neurovasclular inflammation remain to be elucidated. These experiments confirm the results of our previous work showing that high physiological to pathophysiological concentrations of TGRL lipolysis products induce brain microvascular lipotoxicity resulting in endothelial cell injury and apoptosis. These effects could alter blood–brain barrier integrity allowing not only potentially injurious lipids access to the brain, but also enabling thrombosis to occur on the injured brain endothelium causing brain microinfarctions. Thus, neurovascular lipotoxicity could induce brain injury and resulting decline in cognitive function.

Our microarray data and system biology analysis give us possible clues involving cell signalling pathways in HBMVEC treated with TGRL lipolysis products. The systems biology approach that was taken in this study allows to identify statistically significant associations by using a consensus analysis of 4 different methods, as well as looking simultaneously at the transcriptional, protein-protein interaction and gene ontology networks. Using a supervised interaction inference methodology that exploits the experimentally identified interactions that are known so far, is likely to increase the true positive rate of our analysis when compared to unsupervised methods. An extension to this work is looking at how information propagates through the combined gene regulatory and signal transduction networks by applied information-based methodologies [57-60]. Our methodology will benefit substantially from increasing the number of biological replicates and the use of next-generation sequencing technologies (RNA-Seq) with appropriate coverage and depth, as in this study, mRNA of the control and treated groups were pooled (n = 3), while the confirmation by RT-PCR was done on individual samples (n = 3) in each of the groups. Despite this limitation, we were able to confirm approximately 50% of the genes that were predicted by our computational analyses to be implicated in this phenomenon.

## Conclusions

Our systems biology approach demonstrated a robust and rapid induction of genes encoding transcription factors, inflammation, and apoptosis. Specifically, HBMVEC treated with TGRL lipolysis products encode transcription factor ATF3-related genes in the MAP kinase pathway associated with AP-1 signalling, which stimulates an array of pro-inflammatory and pro-apoptotic genes that effect endothelial cell injury. These experiments confirm the results of our previous work and demonstrate the complex, parallel, and multifaceted aspects of cell signalling that high physiological to pathophysiological concentrations of TGRL lipolysis products induce in brain microvascular lipotoxicity resulting in endothelial cell injury and apoptosis. Future studies are needed to show if these neurovascular pathophysiological processes are associated with the development of cognitive impairment.

## Methods

Human TGRL isolation: Postprandial blood samples were obtained 3.5 h after consumption of a moderately high-fat meal, which generally corresponds to the peak elevation in plasma triglyceride concentrations. Triglyceride-rich lipoproteins (TGRL) were isolated from human plasma at a density of less than 1.0063 g/mL following an 18 h centrifugation at 40,000 rpm in a SW41 Ti swinging bucket rotor (Beckman Coulter, Sunnyvale, CA) held at 14°C within a Beckman L8-70 M (Beckman) ultracentrifuge. The top fraction (TGRL) was collected and dialyzed in Spectrapor membrane tubing (mol wt cut off 3,500; Spectrum Medical Industries, Los Angeles, CA) at 4°C overnight against a saline solution containing 0.01% EDTA. This protocol was approved by the Human Subjects Review Committee at the University of California Davis.

### Cell culture and lipid treatments

Human brain microvascular endothelial cells (HBMVEC) (passage 6, Cell Systems, Kirkland, WA) were cultured in CSC Complete Medium which includes 10% serum (4Z0-500) (Cell Systems, Kirkland, WA) under an atmosphere of 5% CO2: 95% air at 37°C. Lipoprotein lipase (LpL) (L2254) was purchased from Sigma, St. Louis, MO. 3´ IVT Express Kit was purchased from Affymetrix, Santa Clara, CA. Cells were exposed for 3 hr to the following conditions, media, TGRL (150 mg/dL =1.5 mg/mL), lipoprotein lipase (LpL) (2 U/mL), and TGRL lipolysis product (TGRL (150 mg/dL) + LpL (2 U/mL)). The final concentration of TGRL, LpL and TGRL lipolysis products were diluted in media and pre-incubated for 30 minute at 37°C prior to application. After incubation, cells were washed with cold PBS and further process for RNA extraction.

### RNA extraction and synthesis of biotin-labeled RNA

Total RNA was extracted from Media, LpL, TGRL, and TGRL lipolysis products in HBMVEC in 6-well plate using RNeasy Mini Kit (Qiagen) including the DNA digestion step as described by the manufacturer. Microarray experiments were performed with pooled RNA isolates from each treatment group.

### GeneChip analyses

GeneChip analyses of the pooled total RNA samples (n = 3 per group for Media, LpL, TGRL, and TGRL lipolysis products treatments) were performed as previously described [5,61]. A 200 ng aliquot of total RNA from each pooled sample was reverse-transcribed, followed by aRNA Amplification, reverse transcription to synthesize first-strand cDNA, second-strand cDNA Synthesis, in vitro transcription to synthesize labeled aRNA, purification and fragmentation of aRNA as described in the Affymetrix 3´ IVT Express Kit protocol (Affymetrix, Santa Clara, CA). The fragmentation of labeled aRNA samples were hybridized to Human Genome U133A 2.0 Array high-density oligonucleotide arrays with ~22,000 probe sets representing 14,500 well-characterized human genes (Affymetrix). The hybridization, washing, labeling, and scanning of the GeneChips were performed as described in the Affymetrix protocols by the Microarray Core Facility in the UC Davis Genome and Biomedical Sciences Facility. The microarray dataset was deposited to Gene Expression Omnibus (GEO) with accession ID GSE57526.

### Validation of changes in mRNA expression by quantitative RT-PCR (qRT-PCR)

Since GeneChip analysis was done on pooled samples from each experimental group, confirming qRT-PCR analyses were performed on individual aliquots of total RNA samples from each treatment replicate. The purpose of these analyses was to evaluate the reliability of GeneChip data and develop statistical data to validate the changes suggested by the GeneChip assay of pooled RNA samples as our previous study as two assays may not match quantitatively but they always match qualitatively. Two analytical procedures may contribute to these discrepancies. 1) Total RNA samples used for the PCR assay are different from those used for the microarray assays. 2) The method of hybridization and detection for the two assays are different; the microarray assay utilizes hybridization of fragmented cRNA generated by Affymetrix protocols, whereas the RT-PCR utilizes amplification of DNA fragments using specific primer sets designed by a different method.

An aliquot equivalent to 5 μg of total RNA extracted from each sample was reverse-transcribed to obtain cDNA in a final volume of 20 μl solution consisting of buffer, oligo-dT primer, DTT, dNTPs, and Superscript-III reverse transcriptase (Invitrogen). RT-PCR with SYBR as fluorescent reporter was used to quantify the expression of selected genes identified by GeneChip analysis. Specific primers (Additional file 1: Table S1) were designed with Primer Express 1.0 software (Applied Biosystems) using the gene sequences obtained from Affymetrix Probeset IDs. Reactions were carried out in 384-well optical plates containing 25 ng RNA in each well. The quantity of applied RNA was normalized by simultaneously amplifying cDNA samples with glyceraldehyde-3-phosphate dehydrogenase (GAPDH)-specific primers. The transcript levels were measured by real-time RT-PCR using the ABI Vii7 Sequence detection system (PE Applied Biosystems, Foster City, CA). The PCR amplification parameters were: initial denaturation step at 95°C for 10 min followed by 40 cycles, each at 95°C for 15 s (melting) and 60°C for 1 min (annealing and extension). A comparative threshold cycle (Ct) method [62] was used to calculate relative changes in gene expression determined from real-time quantitative PCR experiments [Applied Biosystems user bulletin no. 2 (P/N4303859)]. The Ct, which correlates inversely with the target mRNA levels, was measured as the cycle number at which the SYBR Green emission increases above a preset threshold level. The specific mRNA transcripts were expressed as fold difference in the expression of the specific mRNAs in RNA samples from the TGRL lipolysis-treated cells compared with those from the control-treated cells.

### Analysis and differential expression

In conjunction with the AFFY Bioconductor package [63], we used several methods to extract the expression profiles and normalize the data. These include the BGX8 and mmgMOS [64] algorithms that take into account both perfect-match (PM) and mismatch (MM) probes to increase the statistical significance of the findings. To identify the differential expression (DE) profiles among the four conditions, we used the PUMA [65], PPLR [66] and iPPRL [67] packages. In addition we considered the popular MAS5 and RMA methods, although the later do not take into account the MM probes, which decrease the confidence level of the results.

### Functional and PPI networks

We used probabilistic Bayesian methods via an open-source package that uses Gene Ontology (GO) and KEGG annotations to create a functional gene network from microarray expression profiling data [68]. We integrated the expression-derived relationships with the known protein-protein interaction (PPI) network that was extracted with BIONET Bioconductor package [6] and by using an established base network (Interactome Library [7]). We then used the DAVID (The Database for Annotation, Visualization and Integrated Discovery) tool [35,36] to extract functional annotation terms enriched in the top 550 differentially expressed genes with respect to the control. We analyzed up- and down- regulated genes independently. Gene Ontology (GO) terms such as cellular components, molecular functions and biological processes were considered. We select the number of significant functional annotation terms produced from DAVID for each gene set based on the following criteria: (a) we only consider terms which include at least 2.5% of the gene set and (b) we consider terms to be statistically significant if they have a Benjamini-adjusted p-value less than 0.05. Highly related annotation terms (k > 0.9) are grouped by the term with the most genes and by their parent terms. Only terms in the GO FAT category are selected in order to filter out the very broad ones (Figure 6).

### Gene regulatory network inference

After literature curation, we created a dataset of all known transcription factor (TF)-gene interactions in human cells, with more than 4,000 experimentally validated interactions. Microvascular endothelial cell specific experiments [69-75] account for less than 5% of the connections we currently use in the training phase and are not adequate for training, as this would radically limit the scope of the method in finding new connections than the already established ones. Thus, the whole set of interactions was used as the training set for supervised learning through SIRENE [8], which uses support vector machines (SVM) [76] to classify genes to specific transcription factor bins, based on how related their expression pattern is to other genes that are known to be regulated by a specific TF. The resulting condition-specific Gene Regulatory Network (GRN) associated with TGRL lipolysis treatment was further enhanced by the regulatory predictions derived (repression/activation) by using Pearson correlation coefficient (PCC) on the expression profiles of the participants in each of the inferred connections regulator-target pair.

### Ethics

No human subjects were used for this study.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

JCR and HHA initiated the study. HHA prepared the samples for analysis of microarray and the quantitative RT-PCR. AT performed the bioinformatics analysis. IT supervised all aspects of the computational analysis. HHA, NT, JCR and IT wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supporting material. Table S1.** Primer Sequences. Click here for file

# Supplementary material for: A systems biology analysis of brain microvascular endothelial cell lipotoxicity
**Source:** BMC Syst Biol. 2014 Jul 4;8:80. doi: 10.1186/1752-0509-8-80
**Supplement:** Additional file 1 — Supporting material. Table S1. Primer Sequences.

# A Systems Biology Analysis of Brain Microvascular Endothelial Cell Lipotoxicity

Hnin H. Aung ^1*^, Athanasios Tsoukalas ^2,3*^, John C. Rutledge ^1§^, Ilias Tagkopoulos ^2,3§^

* These authors contributed equally in this work

**SUPPORTING MATERIAL**

We provide the primers that were used for the qRT-PCR validation analysis. The oligonucleotide sequences for each primer sequence were obtained from Affymetrix data base using the probe set IDs. The primers were custom prepared and used as described in the Methods section of the main manuscript.

**Supplementary Table 1. Primer Sequences**

| Gene | Primer sequence (5' - 3') |
| --- | --- |
| GAPDH | Sense-CACCAACTGCTTAG |
|  | Antisense-TGGTCATGAGTCCT |
| ATF3 | Sense-TTCTCCCAGCGTTAACACAAAA |
|  | Antisense-AGAGGACCTGCCATCATGCT |
| ATF4 | Sense-GTGGCATCTGTATGAGCCCA |
|  | Antisense-GGCTGTGCTGAGGAGACCC |
| DDIT3 | Sense-AGAGTGGTCATTCCCCAGCC |
|  | Antisense-CTTTCTCCTTCATGCGCTGC |
| KLF4 | Sense-ACTGGAAGTTGTGGATATCAGGG |
|  | Antisense-CTCCCCCAACTCACGGATATAA |
| PPARD | Sense-GCCAGGAGAATCGCTTGAAC |
|  | Antisense-TGCAGTGGTGGGATTTTGG |
| SP3 | Sense-TTCCAAAAACCATGTCTCCCA |
|  | Antisense-TGGTAATTTACATGATGGCTTTTAAGG |
| IL8 | Sense-CCTTTCCACCCCAAATTTATCA |
|  | Antisense-TGGTCCACTCTCAATCACTCTCAG |
| CXCL3 | Sense-TAGGGACAGCTGGAAAGGGA |
|  | Antisense-ACCCTCGTAAGAAATAGTCAAACACAT |
| PRNP | Sense-GGAAACCCTTTTGCGTGGT |
|  | Antisense-GAAACGATTCAGTGCACATTGTAAG |
| NRIP1 | Sense-TGTGATTACCTGCTGCATGAAAA |
|  | Antisense-CACAGATGCACAGGGTCCC |
| HDAC9 | Sense-TTTAATCAAGAAACTACCTGGAACCA |
|  | Antisense-ATTTAAGTCCAGCTTTCCTTTTCACT |
| GADD45A | Sense-GGCCCGGAGATAGATGACTTT |
|  | Antisense-CCTTCTTCATTTTCACCTCTTTCC |
| HMGB2 | Sense-GGCAATTATTTTGCTAAGAATGTGAAT |
|  | Antisense-AAGCTAGTATTGAGCTGCACTTGAAT |
| MDM2 | Sense-TGTTACCCAGGCTGGAGTGC |
|  | Antisense-CAGAGCTTGCAGTGAGCCAA |
| UGDH | Sense-TTGATACTTGTGCTCTGCTGAGAAT |
|  | Antisense-CCTGGGATGTTTAATGCAAACTG |
| CTNNB1 | Sense-TGTTATTTGGAACCTTGTTTTGGA |
|  | Antisense-TTGGGATAAAAGGCAACTGGTAA |
| AKAP5 | Sense-GAAACAGACCATCAGCAGCCA |
|  | Antisense-TGCAGGTAAAGGAGGAACATCAG |
| RARβ | Sense-ATGCTGGATTTGGTCCTCTGA |
|  | Antisense-GCTGGTTGGCAAAGGTGAAC |

How the deposited data were processed for this re-analysis (not part of the article)

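Human brain microvascular endothelial cells were exposed for 3 h to media, to lipoprotein lipase (LpL, 2 U/mL), to triglyceride-rich lipoprotein (TGRL, 150 mg/dL) or to both together (TGRL lipolysis products), and RNA of 3 isolates per condition was pooled and hybridized to 1 Affymetrix Human Genome U133A 2.0 array. The table holds 22277 probe sets, 62 of them Affymetrix controls, on 4 arrays. The authors deposited linear intensities, 1 per probe set and array, made with Affymetrix Expression Console, whose version and summary algorithm are not given in the sources used here. The paper names MAS5, RMA, BGX, mmgMOS, PPLR and iPPLR for its own analysis. The scale was checked on the values, whose mean after trimming 2% at each end was 500.2 on every array. The signals over background and the number of arrays limit the precision, since each condition has 1 array.

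Everything else was computed from these intensities as deposited, on the log2 scale. The floor was the 40th percentile of the 22215 other probe sets of each array, and lower values were set to it. A fold with 1 side at the floor is therefore a lower bound, and a gene with both sides at the floor has no fold and was not counted. Gene symbols came from the table of genes per probe set used here, which lists 20113 probe sets and leaves 2164 unlisted. Of the listed ones 1043 carried several gene symbols and were left out and 19070 carried 1. For 19058 of these the current symbol was taken through the gene identifier from a RefSeq gene table of assembly GRCh38.p14, which was used for names only. A further 31 probe sets whose readings could point to a personal detail were left out of all results. Each of 11939 genes was read by the probe set with the highest mean log2 level. The control probe sets of ACTB and GAPDH carry a gene symbol and stayed eligible, and GAPDH was read by one of them. LIMS1, SPEG and DDX5 have only probe sets with several symbols, and ATF1 and SERPINB2 have no listed probe set in the table used, so these genes were not analysed here.

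LpL, TGRL and TGRL lipolysis products were each compared with media, and TGRL lipolysis products also with TGRL and with LpL. Genes at least 2-fold different were counted over genes above the floor on at least 1 of the 2 arrays compared, as were genes at least 2-fold above or below each of the other 3 arrays. With 1 array per condition no test between conditions and no p-value was computed. The spread between probe sets of a gene, the hybridization controls and the ratio of 3' to 5' probe sets describe the technical error and hold no spread between cultures. Correlations across genes were computed on differences that share no array. Genes that the comparisons with media shared were set beside independent lists and beside simulated unchanged arrays against the same media array.

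For 28 lists of genes, written from general knowledge, the median log2 difference was placed among 10000 random lists of the same number of genes drawn from 20 bins of mean level, with a fixed seed of 57526. A list with fewer than 4 measured genes was given no median. Medians among the 2.5% of either end were taken to stand apart, as a description of these arrays. The genes named in the text are those the paper names as measured in its text, Table 1, Fig. 3C and Fig. 5, whose values in the paper had been seen. To these were added up to 15 higher and 10 lower genes per comparison with media, with the largest difference measured on both sides and all other measured probe sets in the same direction, and the 4 members with the largest difference in each list. Also named are genes that stood at least 2-fold above or below each of the other arrays, picked by that rule from their values. The 550 genes with the largest absolute difference between TGRL lipolysis products and media, the length of the paper's list, served to describe the lists.

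The steps were tested on simulated data, built on the LpL array for TGRL lipolysis products against media over 7995 genes. There 100% of 80 genes raised 4-fold and 96.7% of 60 genes lowered 4-fold were called at 2-fold, as were 0.0898% of unchanged genes, and 2% of 200 random lists were taken to stand apart. In 20 simulations without change a mean of 0 genes lay at least 2-fold below the other 3 arrays. The simulated data had no estimate of the spread between cultures, so they do not show what a single deviating array would give.

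The comparisons, the floor, the 2-fold threshold, the lists and 13 alternatives were chosen before the data were examined. These alternatives were medians set equal between arrays, quantile normalization, a floor at the 20th or 60th percentile, no floor, log2 of the value plus 16, the mean of a gene's probe sets, probe sets designed to 1 transcript, the TGRL or the LpL array as control for TGRL lipolysis products, thresholds of 1.5-fold and 3-fold, and probe sets counted in place of genes. The mean of the TGRL and LpL arrays as control and the probe set with the largest difference were added after the data had been seen. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.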

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

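The tests on other probe sets of the same genes, on genes above the median level and on LpL against TGRL were chosen only after the results had been seen, and the other tests in this part were set before.

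The media array stood apart from the 3 treated arrays. Of 8436 genes, 126 were at least 2-fold lower on media than on each of the others, while no other array had more than 11 such genes. NCKAP1 and most of the others are not discussed in the paper. The 126 do include CSGALNACT2, ZNF217, ADAM9, STK39, MAD2L1, MMRN1, FRMD4B and PRNP of its Table 1. They also include AHR, KLF4, NRIP1, EIF2AK3, RB1, SFN and SENP6, which its text or Fig. 3C names. HES1 and BHLHE40 of Table 1 were among the 12 genes at least 2-fold higher on media. Quantile normalization left 117 genes on media against 11 on the next array, 10.6 times as many, which argues against scaling. Among 3540 genes above the median level of measured genes on each array, 28 were at least 2-fold lower on media and at most 1 on another array, 28 times as many, which argues against weak signal for these 28. For the other 98 weak signal cannot be told apart, because their level on the treated arrays was raised by the choice of the genes. The median level of the 126 on those arrays was at percentile 61.7 of measured genes, and that of all genes that could have been chosen at 59.4. Whether whole transcripts were lower cannot be told apart from a property of single probe sets, because the other probe sets of 38 of these genes showed a median of 9.67% of the difference of the probe set used, and genes chosen in comparisons without the media array gave values as low, namely 0.392% for TGRL lipolysis products against TGRL, 3.62% against LpL and 7.60% for LpL against TGRL. The ratio of 3' to 5' probe sets of GAPDH also set media apart, at 0.894 against 1.02 to 1.07, while that of ACTB was 1.30 against 1.23 to 1.28 and so went the other way. A response that LpL, TGRL and their products share, the quality of the media RNA, or another property of the single pooled media culture or its array may each lie behind the pattern. Of these only the first was tested, on the other probe sets, and left undecided.

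Genes of sterol and fatty acid synthesis were higher by their median with LpL alone, a condition for which the paper names no genes. The median log2 difference of 19 such genes from media was 0.58, with 13 above media and 6 below. INSIG1, SCD and HMGCS1, the farthest above, were the 3 at least 2-fold higher. Under quantile normalization the median was still 0.53, which argues against scaling as its source. The percentile of 100 found there cannot address scaling, because the random lists come from the same arrays and share it. For LpL against TGRL the median was 0.56 at percentile 100, which argues against low readings on media. With probe sets designed to 1 transcript the median was 0.21 at percentile 95.3. A response of SREBP targets to LpL without added TGRL may lie behind this. So may a property of the single LpL culture or array, which the design does not separate.

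Genes that the paper does not discuss stood at least 2-fold above each other array with TGRL lipolysis products. The log2 difference from media was 2.68 for the repressor ZEB2, 2.66 for the lipid flippase ATP8B1, 2.11 for TCIM, a regulator of Wnt signalling, 1.60 for CHAC1, which degrades glutathione, and 1.18 for NFIL3, a bZIP repressor of the clock. It was 2.23 for YIPF4, 2.09 or more for the actin-binding AFAP1, which was under the floor on media, 2.03 for the kinase AATK and 1.95 for the myosin light chain MYL10. Below each other array were the immediate early gene IER2 at -1.85, CENPM of the centromere at -2.08, the inflammasome protein NLRP2 at -1.90 or lower, ZNF589 at -1.72 and YPEL1 at -1.61. The glycogen regulator PPP1R3C was at -1.50, DZIP3 at -1.48, B3GAT3, an enzyme of proteoglycan linkers, at -1.48, LINC01278 at -1.46 or lower and PHKG2, a subunit of phosphorylase kinase, at -1.30. ZEB2 and ATP8B1 were also at least 2-fold lower on media than on each other array, so their differences from media include that low reading. The intensities of ZEB2 were 74.3 on media, 204 with LpL, 204 with TGRL and 476 with TGRL lipolysis products. Those of ATP8B1 were 45.3, 134, 130 and 287 in the same order. Each of these values rests on 1 array per condition and was not tested.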

How the results depend on the processing

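The mean of the TGRL and LpL arrays as control and the probe set with the largest difference were chosen only after the data had been seen. No paired analysis was possible because each condition has 1 array and the groups share fewer than 2 replicate numbers. For each shift below the cause was not tested, apart from the fold thresholds and the counting of probe sets, which change the count by their own construction.

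Counts of genes at least 2-fold different from media (246 with LpL, 383 with TGRL, 514 with TGRL lipolysis products) and of genes apart with TGRL lipolysis products on all arrays (24) are given in that order. They were 1215, 1559, 1638 and 276 with the floor at the 20th percentile, 118, 183, 261 and 8 with the floor at the 60th, and 2201, 2515, 2619 and 612 with no floor. With 16 added to the values the first, second and last were 433, 717 and 58. At 1.5-fold they were 1008, 1549, 1870 and 186, at 3-fold 47, 61, 122 and 2, and over probe sets 489, 693, 965 and 41. For TGRL lipolysis products the count was 129 with the TGRL array as control, 97 with the LpL array and 59 with their mean. Median centring, quantile normalization, the mean of probe sets and probe sets designed to 1 transcript kept these counts within 1.5 times.

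The correlation of the LpL effect with and without TGRL (0.22) was 0.07302 with the floor at the 20th percentile, 0.116 with 16 added and 0.02003 with no floor. That of the TGRL effect (0.34) was 0.1395, 0.198 and 0.07618 in that order and 0.451 with the floor at the 60th percentile. Of the genes of Table 1, 13 were among the 550 genes with the largest difference, against 4 with no floor, 8 with probe sets designed to 1 transcript, 2 with the TGRL array as control, 4 with the LpL array and 4 with their mean.

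Percentiles of gene lists follow, in the order LpL, TGRL and TGRL lipolysis products against media. Under quantile normalization repressors with LpL were at 6.06, PPAR targets with TGRL at 98.2 and blood-brain barrier genes with TGRL at 97.3. With the floor at the 20th percentile the integrated stress response was at 2.55 and housekeeping genes at 2.40 with LpL, AP-1 genes at 0.600 and barrier genes at 91.1 with TGRL, and interferon genes at 0.46 and barrier genes at 95.8 with TGRL lipolysis products. With the floor at the 60th percentile the integrated stress response was at 4.38, interferon genes at 4.69 and housekeeping genes at 1.495 with LpL, and AP-1 genes at 0.56 with TGRL. With no floor AP-1 genes were at 1.69 and barrier genes at 95.4 with TGRL, and interferon genes at 0.46 and barrier genes at 96.2 with TGRL lipolysis products. With 16 added to the values repressors were at 14.1 with LpL, AP-1 genes at 1.08 and barrier genes at 95.2 with TGRL, and interferon genes at 0.17 and barrier genes at 92.5 with TGRL lipolysis products. With the mean of probe sets cell cycle genes were at 3.82 and repressors at 25.4 with LpL, chemokines at 96.3, repressors at 9.35 and barrier genes at 90.8 with TGRL, and the unfolded protein response at 95.1, interferon genes at 0.99, cell cycle genes at 7.245 and barrier genes at 97.2 with TGRL lipolysis products.

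With probe sets designed to 1 transcript, NRF2 genes were at 99.1, AP-1 genes at 4.98, interferon genes at 3.415, cell cycle genes at 4.34, sterol genes at 95.3 and repressors at 36.2 with LpL. Cell cycle genes were at 3.315, repressors at 63.3 and so on the other side of the random lists' middle, glycosaminoglycan genes at 96.2 and barrier genes at 95.9 with TGRL. The unfolded protein response was at 84.6, cell cycle genes at 2.965 and barrier genes at 96.9 with TGRL lipolysis products.

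For TGRL lipolysis products against another control the percentiles moved in both directions. With the TGRL array as control the integrated stress response was at 99.6, the unfolded protein response at 92.7, NRF2 genes at 71.6, MAP kinase genes at 97.54, hypoxia genes at 98.97, repressors at 99.8 and barrier genes at 73.95, while cell cycle genes at 95.3 and metallothioneins at 93.4 changed sides. With the LpL array as control AP-1 genes were at 99.89, cell cycle genes at 19.4, sterol genes at 0 and barrier genes at 82.5, and metallothioneins changed sides at 86.1. With the mean of the TGRL and LpL arrays as control the integrated stress response was at 99.06, the unfolded protein response at 95.7, NRF2 genes at 96.6, AP-1 genes at 99.94, MAP kinase genes at 97.93, sterol genes at 0 and barrier genes at 71.9, while cell cycle genes at 71.2 and metallothioneins at 88.0 changed sides.

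Single genes reversed in 15 of 3583 values, where only genes at least 2-fold different from media could count as reversed. With the TGRL array as control the log2 difference was 0.0774 for BHLHE40, 0.35 for CDK1, 0.61 or more for CNTNAP1, 0.40 for GADD45B, 0.61 for HES1 and -0.00016 for SENP6. With the LpL array as control it was -0.0699 for AHR, -0.0145 for CXCL6, 0.16 for GADD45B and 0.11 for KIT, and with the mean of both arrays it was -0.0151 for AHR, 0.28 for GADD45B, 0.21 for HES1 and 0.0521 for KIT. With probe sets designed to 1 transcript GADD45B was at 0.33 or more. In all, 3122 gene values moved by less than the spread between probe sets and 446 by more. Among them were changes of direction in genes under 2-fold. With the TGRL array as control CTNNB1 went from 0.73 to -0.04, KPNA2 from 0.51 to -0.21 and MDM2 from -0.26 to 0.12. Of 664 list values 597 stayed among the 2.5% of the same end or between the ends. Between the ends the direction was not checked. Notch genes there went from -0.26 against media to 0.07 against TGRL, and heat shock genes from -0.10 to 0.02. Of the other list values 39 no longer stood apart, 17 newly did, 6 changed sides and 5 went from the middle to the opposite end. Of 74 counts and correlations 32 stayed and 42 moved. Median centring and quantile normalization moved none of their 403 gene values past that spread.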

Differences from the paper's values

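The paper's folds for single genes that are set against ratios below are those of its text and Fig. 5. They were measured by qRT-PCR on separate RNA, except that for CREBBP the paper shows no data and names no method. The legend of Fig. 5 names both media and TGRL as control, whereas the values here are array ratios of TGRL lipolysis products to media unless stated. Table 1 of the paper also gives array folds against media, which are taken up at the end of this part. Alternatives called added below were chosen after the values had been seen, and the others before the data were examined. A gap is called closed where the larger of the 2 folds is at most 1.5 times the smaller, which can leave their directions apart.

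For ATF3 the paper's fold is 19.6 and the array ratio 3.16, for ATF4 the paper's is 3.6 and the ratio 1.98, and for DDIT3 the paper's is 5.6 and the ratio 3.23. No alternative closed these gaps. The bar for ATF4 in Fig. 5, about 2.5 as read by eye, lies nearer to the ratio. For PPARD the paper's fold is 0.6 and the ratio 1.58, and no alternative closed this gap either.

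For CREBBP the paper's fold is 1.1 and the array ratio 2.74. It was 1.20 with the LpL array as control, which closed the gap, as did the added mean of the TGRL and LpL arrays at 1.60, and no other alternative did. For SP3 the paper's fold is 0.8 and the ratio 1.24, with 1.14 against TGRL and 1.00 against LpL closing the gap, and the added mean control at 1.07, although SP3 was lower under none of these controls. For CTNNB1 the paper's fold in its text is 0.8 and the ratio 1.65, with 0.973 against TGRL and 1.05 against LpL closing the gap, as did the added mean control at 1.01, while the bar in Fig. 5 is at about 1.5 as read by eye. For UGDH the paper's fold is 1.2 and the ratio 2.27, with 1.43 against TGRL and 1.28 against LpL closing the gap and 1.35 for the added mean control. For NRIP1 the paper's fold is 1.4 and the ratio 3.87, with 1.50 against TGRL and 1.36 against LpL closing the gap and 1.43 for the added mean control. For PRNP the paper's fold is 1.3 and the ratio 3.397, with 1.77 as the mean of its probe sets, 1.49 against TGRL and 1.48 against LpL closing the gap and 1.48 for the added mean control. In each of these genes the scaling, floor and other alternatives left the gap.

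For CXCL8 the paper's fold is 2.4 and the array ratio 1.24. The mean of its probe sets, 1.75, closed the gap, as did the added probe set with the largest difference, 2.48, and the other alternatives did not. Used for every measured gene with a fold in the paper's text, that added choice dropped none of those within the criterion. These were KLF4, CXCL3, HDAC9, GADD45A, HMGB2 and RARB. The mean control put KLF4, CXCL3 and GADD45A outside the criterion. Of the alternatives that closed gaps and were set before, the mean of probe sets put KLF4 outside it. The TGRL control did so for KLF4 and CXCL3, and the LpL control for KLF4, GADD45A and HMGB2. By the bars of Fig. 5 as read by eye, ATF4, CTNNB1 and MDM2 also lay within the criterion. Of these the TGRL control put ATF4 and CTNNB1 outside it, and the mean control ATF4.

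The paper's text lists PPARD once among activated genes and once as lower, and gives SP3 and CTNNB1 as lower with TGRL lipolysis products, where the arrays have log2 differences from media of 0.66 for PPARD, 0.31 for SP3 and 0.73 for CTNNB1. It names KLF5 among activated genes, and KLF5 was at the floor on media, with log2 differences of 0.21 or more and 0.977 or more on its 2 probe sets with TGRL lipolysis products. It gives AKAP5 as lower, and AKAP5 was under the floor on every array. The folds of Table 1 were compared by direction only. On the probe set used all 18 measured genes lay in the direction given there, ADD3, PRKAR1A, SKIC3, DUSP6 and PAIP1 at under 2-fold, with log2 differences of 0.13, 0.09, 0.16, 0.46 and 0.62. On other probe sets these genes reached 2.48, 2.61, 2.33, 2.28 and 1.61, while against that direction ADD3 had -0.34 and -0.30, DUSP6 -0.04 and PAIP1 -0.69.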

Other observations

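The comparison of the paper's folds with each control array and the correlation of random gene pairs were chosen only after the data had been seen.

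With LpL alone the sterol genes INSIG1, SCD, HMGCS1 and SQLE stood at log2 differences from media of 1.46, 1.33, 1.12 and 0.84. Against TGRL they included INSIG1 at 1.67, MSMO1 at 1.46, HMGCS1 at 1.42 and IDI1 at 1.22, and 6 of the list were at least 2-fold higher. With TGRL lipolysis products against LpL the list's median was -0.56 and 4 of its genes were at least 2-fold lower. ACSL4, which activates arachidonate, stood at 1.84 with LpL, 2.04 with TGRL and 2.92 with both, and ACADM, which oxidizes medium-chain fatty acids, at 0.76, 1.28 and 1.69. VEGFA was at 1.48 with LpL, 0.57 with TGRL and 1.63 with both. ANGPTL4 was at -1.12 with LpL, -1.12 with TGRL and -0.67 with both.

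Markers of other cell types were read for TGRL lipolysis products against media. Smooth muscle and pericyte genes had a median log2 difference of 0.11 (4 measured of 8 with a probe set, percentile 70.5) and fibroblast genes -0.01 (6 of 7, percentile 55.4). Of the astrocyte and neuron markers 3 were measured, with SYT1 at 1.04, and none of the 8 leukocyte and microglia markers with a probe set was, although 1 of them was measured for LpL against media and 1 for TGRL against media, both with media at the floor. Of 33 tissue-restricted genes with a probe set, which endothelial cells do not make, 2 were measured, with SFTPC at 0.96.

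Probe sets of the same gene often disagreed. Of genes at least 2-fold higher with TGRL lipolysis products, 89 had other measured probe sets, 123 in all, whose median difference was 8.30% of that of the probe set used, and 64.0% of these genes had them in the same direction. For genes lower by as much it was 16.5%. The same share was 13.1% and 38.3% for higher and lower genes with LpL, and 9.65% and 19.6% with TGRL.

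Of the genes with a fold in the paper's text, the 17 analysed here were set against array differences from each control. SPEG, which also has such a fold, was not analysed here. CREBBP is among the 17, although the paper names no qRT-PCR for it. The root mean square difference in log2 was 1.08 with media, 0.91 with TGRL and 0.85 with LpL as control, with Pearson correlations of 0.49, 0.79 and 0.88 across genes, which are not independent replicates, and the same direction in 14, 15 and 14 genes.

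For its regulatory network the paper infers links with a supervised method trained on known interactions. It then calls each link activating or inhibitory by the Pearson correlation of expression, with limits of 0.25 in size. Of 99992 random pairs of measured genes, 78.1% had a correlation over the 4 arrays beyond 0.25 in size, 39.5% above and 38.6% below. These shares bear on the calls of direction only, and the inferred links were not tested.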
